# Developmental Analysis of *Mimulus* Seed Transcriptomes Reveals Functional Gene Expression Clusters and Four Imprinted, Endosperm-Expressed Genes

**DOI:** 10.3389/fpls.2020.00132

**Published:** 2020-02-25

**Authors:** Miguel A. Flores-Vergara, Elen Oneal, Mario Costa, Gonzalo Villarino, Caitlyn Roberts, Maria Angels De Luis Balaguer, Sílvia Coimbra, John Willis, Robert G. Franks

**Keywords:** seed development, ribonucleic acid sequencing, developmental time course analysis, endosperm, genomic imprinting, K-means clustering, MADS-box genes, *Mimulus guttatus*

## Abstract

The double fertilization of the female gametophyte initiates embryogenesis and endosperm development in seeds *via* the activation of genes involved in cell differentiation, organ patterning, and growth. A subset of genes expressed in endosperm exhibit imprinted expression, and the correct balance of gene expression between parental alleles is critical for proper endosperm and seed development. We use a transcriptional time series analysis to identify genes that are associated with key shifts in seed development, including genes associated with secondary cell wall synthesis, mitotic cell cycle, chromatin organization, auxin synthesis, fatty acid metabolism, and seed maturation. We relate these genes to morphological changes in *Mimulus* seeds. We also identify four endosperm-expressed transcripts that display imprinted (paternal) expression bias. The imprinted status of these four genes is conserved in other flowering plants, suggesting that they are functionally important in endosperm development. Our study explores gene regulatory dynamics in a species with *ab initio* cellular endosperm development, broadening the taxonomic focus of the literature on gene expression in seeds. Moreover, it is the first to validate genes with imprinted endosperm expression in *Mimulus guttatus*, and will inform future studies on the genetic causes of seed failure in this model system.

## Introduction

Upon their emergence in the Early Cretaceous, seed-bearing plants diversified rapidly, displacing older plant lineages and colonizing nearly every terrestrial habitat (Lidgard and Crane, 1988; Crane and Lidgard, 1989; Magallón and Castillo, 2009). Among the many factors enabling their swift rise to dominance was the emergence of seeds, a major evolutionary and reproductive innovation that frees vascular plants from a dependence on water for gametophytic dispersal and enables the next sporophytic generation to delay germination until conditions are favorable for growth and reproduction. Angiosperm seeds are formed by a unique process called double fertilization, wherein two haploid sperm nuclei contained within a pollen grain act separately to fuse with the haploid egg cell and the homo-diploid central cell of the female megagametophyte to form a diploid embryo and triploid endosperm.

Following double fertilization, angiosperm seeds undergo processes of cell differentiation, patterning, and growth. Early embryogenesis establishes the basic shoot-root body plan, after which the embryonic tissue and major organs of the embryo are formed by morphogenesis (West and Harada, 1993; Jürgens et al., 1994). Endosperm development in modern plants can be characterized by three major types: *ab initio* cellular, where each nuclear division is accompanied by cell division; nuclear, where a syncytial phase of free nuclear division is followed by cellular wall formation; and helobial, where an initial division of the primary endosperm cell results in two regions, at least one of which will exhibit free nuclear development (Friedman, 1994; Friedman, 2001). Cellular endosperm development is found in several basal angiosperm lineages (Friedman, 2001) and many diverse groups of asterids, and has likely evolved multiple times independently (Geeta, 2003). As the seed matures the endosperm will accumulate storage reserves for nutritional support of the mature embryo. Once fully formed, the mature embryo will enter a period of developmental arrest in preparation for dormancy.

Coordinated development between seed tissues is critical to ensuring normal development and plays a major role in determining the size of mature seeds (Garcia et al., 2003; Ingouff et al., 2006; Sechet et al., 2018), and recent improvements in transcriptomics have greatly improved our knowledge of the gene expression dynamics involved (Belmonte et al., 2013). In *Arabidopsis,* many genes are seed specific, including transcription factors (TFs) that regulate gene networks involved in cell differentiation and nutrient storage (Le et al., 2010; Chen et al., 2014; Yi et al., 2019). A subset of genes expressed in endosperm exhibit imprinted expression, an epigenetic phenomenon whereby alleles are differentially expressed depending upon their parent-of-origin (Grossniklaus et al., 1998; Hsieh et al., 2011; Luo et al., 2011; Waters et al., 2013; Florez-Rueda et al., 2016; Zhang et al., 2016; Lafon-Placette et al., 2018).

To date, most studies on gene expression in seeds have focused on a taxonomically narrow group of species with nuclear endosperm, such as *Arabidopsis* and crops from the family Poaceae. There exists a lack of studies illustrating the transcriptional dynamics of seeds with cellular endosperm development despite the prevalence of this developmental phenotype. We fill this gap by characterizing the gene expression dynamics associated with seed development in *Mimulus*, an asterid which exhibits *ab initio* cellular endosperm development. We perform a time series RNA sequencing experiment to illustrate the major transcriptional events associated with early seed development. Our work has two major goals: first, by focusing on a phylogenetically divergent species with cellular endosperm development it will serve as a data resource enabling comparative studies of gene expression in seed plants. Second, because hybrid seed inviability is a common outcome of hybridization and may be a major cause of speciation in plants, including *Mimulus*, characterizing the transcriptional dynamics of normally developing seeds will provide context for future studies on gene expression changes associated with hybrid seed lethality. Imprinted loci may play key roles in the proper development of endosperm (Grossniklaus et al., 1998) and divergence in the imprinting status of genes has been linked to the rapid emergence of reproductive barriers between even closely related species (Florez-Rueda et al., 2016; Lafon-Placette et al., 2018) including *Mimulus* (Kinser et al., 2018). Thus, although our study design prohibits a systematic screening for imprinted loci, we examine our data for genes exhibiting paternally imprinted expression in endosperm, as such genes have been implicated in the emergence of hybrid seed inviability. We identify genes whose expression exhibits significant temporal changes associated with key developmental shifts and characterize their patterns of co-expression and biological functions using K-means clustering and gene ontology enrichment analyses. We also identify and validate four genes (*ATRX5, MBD13, DnaJ, BGAL11*) that are paternally imprinted and whose homologues are imprinted in other plants, but which are not linked to hybrid endosperm failure in *Mimulus* (Kinser et al., 2018) or other taxa (Hatorangan et al., 2016; Florez-Rueda et al., 2016; Lafon-Placette et al., 2018). Our study represents an important first step in illustrating the gene regulatory dynamics of *Mimulus* seeds, is the first to identify and validate genes with imprinted endosperm expression in *Mimulus guttatus*, and will inform future studies on the genetic causes of seed failure in this model system.

## Materials and Methods

We examined hybrid seed from a compatible cross between two members of the *M. guttatus* complex: a serpentine-adapted annual *M. guttatus* and *Mimulus pardalis*, a facultatively selfing annual that is fully interfertile with the outcrossing *M. guttatus. M. pardalis* seed was collected in 2005 near the Star-Excelsior Mine in Copperopolis, CA (−120.856W, 38.153N). *M. guttatus* seed was collected in 2008 from the Donald and Sylvia McLaughlin Natural Reserve in Lake County, CA (−122.415W, 38.861N). Inbred lines from each population were formed by a minimum of five generations of selfing and are named SEC39 (*M. pardalis*) and CSS4 (*M. guttatus*), leading to an expectation of a maximum of 3% genomic-wide heterozygosity in each line. All individuals used here for morphological analyses as well as DNA and RNA sequencing are from these inbred lines. We chose these two populations because they are interfertile (based on our prior unpublished work and Macnair and Cumbes (1989)) but sufficiently genetically distinct to allow us to distinguish the allelic origin of genic SNPs, and thus search for genes that potentially exhibit *M. guttatus*-bias. All seeds were cold-stratified for 10 days at 4°C before being transferred to a growth chamber at 18-h days, 21°C, and 30% relative humidity. Crosses and self-pollinations were performed as described previously (Oneal et al., 2016).

### Seed Histology

We characterized the morphology and developmental ontogeny of selfed and hybrid seeds of *M. pardalis* and *M. guttatus* in order to provide a developmental framework for our time series analysis of gene expression. All fruits were collected from flowers that had been emasculated 1–3 days prior to fertilization. We used LR-white embedding to visualize and categorize the morphological progression of seed development. Ovaries and fruits were harvested at 0, 2, 4, 6, and 8 days after pollination (DAP) and vacuum-fixed in a solution of 2% paraformaldehyde, 2.5% glutaraldehyde, and 0.001% Tween 20 in 0.025 M PBS (pH 7), then incubated overnight at 4°C. Tissue was washed with 0.025 M PBS for 20 min, then dehydrated in an ethanol series (25%, 35%, 50%, 70%, 80%, 90%, and 3x 100%). LR-white (London Resin Company Ltd, London, UK) impregnation was performed by incubation for 12 h in increasing concentration of resin (10%, 25%, 50%, 75%, 90%, and 2x 100%). Samples were transferred to gelatin capsules and allowed to polymerize for 48 h in a 56°C oven. The 2-micron sections were obtained with a Leica EM UC7 Ultramicrotome, placed on glass slides, and stained with 1% toluidine blue followed by 1% safranin.

### Preparation of Libraries and Messenger RNA Sequencing

For the purpose of transcriptomic analysis, total RNA was extracted from ovules and developing hybrid seeds from the SEC39 x CSS4 cross (throughout this paper, the maternal parent is listed first in cross notations). We only prepared a single direction of this cross for transcriptomics analysis due to a significant level of pre-zygotic infertility in the CSS4 x SEC39 crossing direction, which limited the RNA available for sequencing. Ovules/seeds were released from the ovary/fruit by gently shaking into microcentrifuge tubes containing 300 μl of ice-cold isolation buffer [1X First-Strand buffer Invitrogen, 1 mM dithiothreitol (DTT), and 4% RNaseOUT]. TRIzol was then added (3:1 ratio of TRIzol:isolation buffer). We used the Pure Link RNA Mini Kit (Invitrogen), modifying it as follows: collected ovules and seeds in solution were ground gently with pellet pestles in Eppendorf tubes for 2–4 min then mixed with 240 μl of chloroform. The solution was shaken vigorously by hand for 15 s, then incubated for 3 min at room temperature followed by centrifugation at 12,000*g* for 15 min at 4°C to separate phases. Total RNA was isolated according to the manufacturer’s instructions, then treated with TURBO DNA-free Dnase I Kit (Ambion) for removal of contaminated DNA. The mixed solution was then spun at 10,000*g* for 1.5 min to collect the top layer of RNA. We note that this method of hand separation of ovules/seeds from the longitudinal-sectioned fruits may have inadvertently resulted in a small amount of placental-contributed tissue into our samples.

We generated and sequenced a total of 20 RNA sequencing libraries (see **Table 1** for details). We used four maternal plants (SEC39) and five pollen donors (CSS4) to generate hybrid seeds aged 2, 4, 6, and 8 days after pollination (DAP). Because of the difficulty of isolating sufficient RNA for sequencing, ovules were derived from seven maternal plants. Hybrid seed pools generated by one maternal plant constituted one biological replicate. Because our parental plants were highly inbred, allelic differences between replicates should be minimal. This expectation is confirmed by the genomic sequence data (see below), which indicates that in CSS4, 0.115% of covered exonic sites are heterozygous, while in SEC39, 0.04% covered exonic sites are heterozygous. The RNA integrity number (RIN) for all samples > 7.8, as determined by an Agilent 2100 Bioanalyzer. Twenty strand-specific complementary DNA (cDNA) libraries were prepared from approximately 100 ng of total RNA by the North Carolina State University Genomic Science Laboratory using a NEB Ultra Directional Library Prep Kit for Illumina then sequenced on an Illumina NextSeq 500. Average size of the cDNA fragments was approximately 380 bp.

**Table 1:** Biological replicates of SEC39 ovules and SEC39 x CSS4 hybrid seeds.

Time point (DAP)	Biological replicates	No. maternal plants	No. pollen donors	Sample names
0	5	8	N.A.	0d_BR1_S1, 0d_BR4_S10, 0d_BR5_S15 0d_BR6_S17, 0d_BR7_S19
2	4	4	5	2d_BR1_S11, 2d_BR2_S16, 2d_BR3_S18 2d_BR4_S20
4	3	3	5	4d_BR2_S4, 4d_BR3_S7, 4d_BR4_S12
6	4	4	5	6d_BR1_S2, 6d_BR2_S5, 6d_BR3_S8, 6d_BR4_S13
8	4	4	5	8d_BR1_S3, 8d_BR2_S6, 8d_BR3_S9, 8d_BR4_S14

Altogether, we used eight maternal plants and five pollen donors. Maternal plants #1 and 4 were used to generate two ovule samples (0d_BR1_S1 and 0d_BR4_S10), and maternal plants 1–4 were used to generate all hybrid seeds collected from 2 to 8 days after pollination (DAP. Because of the difficulty of isolating sufficient RNA for sequencing of unfertilized ovules, we pooled samples derived from maternal plants 2 and 3 with samples from three additional maternal plants not used elsewhere in this study to generate samples 0d_BR5_S15, 0d_BR6_S17, and 0d_BR7_S19. The same five pollen donors were used to generate all hybrid seeds.

### RNA Sequence Alignment Strategy

Known pairwise polymorphism in the *M. guttatus* complex ranges from 0.033 to 0.065 (Brandvain et al., 2014; Gould et al., 2017), raising the prospect of bias from mapping RNA reads to the *M. guttatus* reference genome, which is likely to be different from the lines utilized here. To reduce the number of reads discarded during mapping, we used a pseudo-reference genome mapping approach, mapping our RNA reads to parental pseudo-reference genomes that we generated from whole-genome DNA sequence data from each parental inbred line. Sequence data was obtained from DNA extracted from bud tissue from one maternal parent and one pollen donor using the GeneJET Plant Genomic DNA Purification Kit (Thermo Fisher Scientific). Illumina libraries were prepared by the Duke University Genome Sequencing Facility using the Illumina TruSeq DNA Nano library prep kit, then sequenced on an Illumina HiSeq 4000 machine, generating 150 bp paired-end reads. We removed adaptors and low quality reads with Trimmomatic (Bolger et al., 2014) and mapped the remaining reads using bwa mem (http://bio-bwa.sourceforge.net), retaining only properly paired reads. Mean coverage was 38x and 32x for CSS4 and SEC39, respectively. Variants were called using GATK3.7 and hard-filtered by quality-by-depth (< 2.0), strand bias (> 60.0), mapping quality (< 20.0), mapping quality rank sum (< 12.5), and the read position rank sum test (< −8.0). We also removed variants with low coverage (< 4) and high coverage (> 2 SD from the mean). We generated parental pseudo-reference genomes that incorporated our filtered variants using the package ModTools (Huang et al., 2014). We used bedops (Neph et al., 2012) to calculate pairwise coding sequence divergence between SEC39 and CSS4.

We mapped RNA reads to each parental pseudo-reference using the default settings of the splice-aware aligner STAR, allowing a maximum number of mismatches relative to read length of 0.04 (Dobin et al., 2013). We then used the lapels/suspenders pipeline (Huang et al., 2014; Crowley et al., 2015) to filter reads by mapping position and quality. For each read, lapels determines its mapping location in the maternal and paternal pseudo-reference, compares their mapping qualities in each (as determined by the number of mismatches), and then selects the mapping position with the highest quality. For our study, reads that mapped uniquely to only one parental genome were retained, while reads that mapped to both parental genomes were assigned the coordinates with the highest mapping quality. Only properly paired, uniquely mapped reads were retained for downstream analyses.

### Time Series Analysis of Gene Expression Changes With Development

We generated gene counts on our lapels/suspenders filtered alignments using featureCounts (Liao et al., 2014). We performed a principle component analysis (PCA) of normalized gene expression estimates from the 20 RNA libraries using the PlotPCA function of DESeq2, using the 500 most highly variable genes (Love et al., 2014). We took two approaches to discovering genes that were differentially expressed over the course of seed development. First, we combined multiple pairwise comparisons (0 *vs*. 2 DAP, 2 *vs*. 4 DAP, 4 *vs*. 6 DAP, and 6 *vs*. 8 DAP) into a generalized linear model in edgeR, performing a likelihood ratio test to determine significance with a false discovery rate (FDR) of 0.01. Count data were trimmed mean of M values (TMM)-normalized and only genes with greater than 1 count-per-million in at least three samples were retained (Chen et al., 2016). Second, we used Next maSigPro, a program which employs a least-squared polynomial regression and log-likelihood ratio test to detect genes exhibiting significant changes in expression over time (Conesa et al., 2006; Nueda et al., 2014). Next maSigPro selects the best model by goodness-of-fit using a correlational cutoff (i.e., R^2^ value) supplied by the user. Such time series models are an improvement over performing multiple pairwise comparisons (Spies et al., 2019), especially when several time points are sampled. Next maSigPro includes batch effects in its regression model; we considered each maternal parent to be a batch, giving us seven total batches: four maternal parents distributed across 0–8 DAP and three additional batches corresponding to the three pooled samples from 0 DAP. We performed a polynomial regression with an R^2^ of 0.6 and Benjamini-Hochberg corrected FDR of 0.01. We took the overlap between edgeR and the Next maSigPro time series analysis to be the set of genes that were *differentially expressed* over the course of seed development. All further downstream analyses were performed on these differentially expressed genes (DEGs). We validated our RNA isolation, mapping, and normalization of gene expression by performing quantitative real-time PCR (qRT-PCR) with independently-collected, triplicate RNA samples from unfertilized ovules and whole hybrid seeds from a new set of three maternal plants and three pollen donors on a subset of six genes (see **Figure S1** for details) and comparing their trends to the transcriptomics analysis. The qRT-PCR temporal expression patterns of all six genes closely matched the RNA-seq based expression patterns.

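The RNA-seq side of this comparison is given here as normalized CPM, CPM computed on a library's TMM-scaled total, as mean ± SD over the libraries of a time point (n = 5 at 0 DAP, 4 at 2 DAP, 3 at 4 DAP, 4 at 6 DAP and 4 at 8 DAP). The 6 genes are those with primers for real-time PCR in Table S1 apart from the reference genes. The homologue of ZHOUPI, Migut.N01183, had no count in ovules and was at 1.44 ± 1.40, 0.913 ± 0.332, 9.07 ± 1.59 and 11.6 ± 1.45 at 2, 4, 6 and 8 DAP. Its 8 DAP mean was at least 48.6-fold higher than in ovules, taking 3 counts per library as the limit that a count of 0 allows. Migut.M01812 (FIE) was at 83.0 ± 19.2, 62.2 ± 14.8, 32.7 ± 3.34, 32.5 ± 2.41 and 27.2 ± 2.94 from 0 to 8 DAP. Migut.E00987 (ULT1) had no count in ovules and was at 0.0130 ± 0.0259 at 2 DAP and 0.0826 ± 0.0919 at 4 DAP, against 2.02 ± 1.71 at 6 DAP and 2.35 ± 1.41 at 8 DAP. Migut.A00696 (DP1) was at 0.0797 ± 0.0789, 6.81 ± 8.55, 12.2 ± 5.02, 23.0 ± 9.72 and 1.36 ± 1.41 from 0 to 8 DAP. The MADS-box gene Migut.B01455 (AGL80) was at 0.0645 ± 0.106 in ovules, at 29.5 ± 19.8, 17.9 ± 3.38 and 19.7 ± 10.3 at 2, 4 and 6 DAP, and at 0.0886 ± 0.177 at 8 DAP. Migut.C01325, whose nearest homologue is also AGL80, was at 0.530 ± 0.582, 1.77 ± 1.26 and 1.16 ± 0.536 up to 4 DAP and at 15.1 ± 2.19 and 13.7 ± 4.05 at 6 and 8 DAP. Adjusted p-values in edgeR's joint quasi-likelihood test of the 4 transitions, with Benjamini-Hochberg adjustment, lay between 2.37e-08 for Migut.B01455 and 1.37e-05 for DP1. Between 4 and 6 DAP the change in DP1, a log2 fold change of 0.91, was within the spread between libraries (adjusted p = 0.606 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The real-time PCR values themselves were not analysed here.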

To uncover trends in the gene ontology (GO) terms of DEGs, we performed the Hartigan and Wong K-means clustering algorithm (Hartigan and Wong, 1979) on the fragments per kilobase of transcript per million (FPKM) values of all DEGs. We used 20 clusters (as determined by the gap statistic), with 100 random starts and 25 iterations. We performed a GO-term enrichment analysis of resulting clusters in ThaleMine (https://apps.araport.org/thalemine/begin.do) using the most similar *Arabidopsis thaliana* homologues, then used REVIGO (http://revigo.irb.hr/) to filter out redundant GO-terms, using a similarity cutoff index of 0.7. While we used the reference annotation (Phytozome v2.0) to calculate *Mimulus* gene abundances, we established homology of genes relative to *Arabidopsis* using BLASTx (Camacho et al., 2009) with a cutoff of E ≤ 0.001, designating the hit with the highest bitscore as the most similar *A. thaliana* homolog. There were few differences between the BLASTx results and the phytozome annotation (Goodstein et al., 2012). Here and elsewhere in this paper, we present the gene name and gene designation for the most similar homologue from *Arabidopsis thaliana* for the *M. guttatus* gene number. We used plantTFDB 4.0 (http://planttfdb.cbi.pku.edu.cn/) to annotate transcription factors in *M. guttatus*, tomato (*Solanum lycopersicum*), *A. thaliana*, and rice (*Oryza sativa*) (Jin et al., 2015; Jin et al., 2017). We aligned protein sequences of type I MADS-box genes from these species, and estimated and bootstrapped a neighbor joining (NJ) tree (1000 reps) using clustalW2.1 (Larkin et al., 2007).

We compared our expression data with previously published *M. guttatus* transcription data collected from calyx, leaves, petals, and stem tissue (Edger et al., 2017) to determine which genes and transcription factors are expressed exclusively in ovules or seeds. We blasted the transcripts in Edger et al. (2017) to the *M. guttatus* reference genome to obtain their gene identity, selecting the hit with the highest bitscore and using a cutoff of E ≤ 0.001. We note that both our data and that of Edger et al. (2017) include transcripts that do not correspond to the current *M. guttatus* genome annotation; we chose not to pursue these unannotated transcripts further. We considered a gene to be *expressed* in our data if it had a mean FPKM ≥ 1.0 in at least one time point. We categorized as *stage-specific* those genes whose expression in our samples had a mean FPKM ≥ 5.0 at that stage but ≤ 1.0 at all other stages. Finally, we categorize genes as *exclusive* to ovules or seeds if their expression levels as reported in Edger et al. (2017) was an FPKM < 1.0 and they had a minimum mean expression of FPKM ≥ 5 in ovules or 2–8 DAP seeds. We compare our data to seed transcriptomes of *A. thaliana* (Belmonte et al., 2013), maize (Chen et al., 2014; Yi et al., 2019), and domesticated tomato and a near wild relative (*Solanum pimpinellifolium*) (Pattison et al., 2015; Shinozaki et al., 2018) to look for overlapping sets of *seed-exclusive* genes in these taxa.

### Detecting and Validating Genes With *Mimulus guttatus*-Biased Expression

We used GATK’s ASEReadCounter to assemble *M. guttatus* and *M. pardalis* allele counts at SNP positions distinguishing our inbred lines, CSS4 and SEC39, for each library of 2–8 DAP seeds. We confined our allele counts to sites that were homozygous in the 5G inbred lines used to generate the parental pseudo-references. At each time point, we assembled lists of genes that either 1) exhibited no maternal expression at any SNP in any biological replicate, or 2) exhibited significant paternal bias for one or more SNPs within a gene for two or more replicates. For the former we eliminated genes exhibiting either little overall expression (< 2 counts averaged across replicates) or whose expression across replicates within a time point was highly variable (i.e., standard deviation in expression > mean expression). For the second group, at each SNP we calculated the ratio of *M. guttatus* allelic counts to *M. pardalis* allelic counts (Mg/Mp) for each replicate, then calculated the mean Mg/Mp ratio across replicates. We retained only those genes where a majority of SNPs within the gene exhibited Mg/Mp > 2 and where variance in Mg/Mp was low (i.e., where the standard deviation of Mg/Mp among SNPs was less than the mean across all SNPs within a gene). Only genes expressed in two or more replicates were considered for future validation. Because our search for *M. guttatus*-biased expression was performed on whole-seed transcriptomes, we cannot apply any *a priori* hypothesis for the ratio of Mg/Mp expression at any given gene, since that gene may be expressed in one or more tissue types (i.e., seed coat, embryo, and/or endosperm). Thus, our findings do not constitute a screening for imprinted genes in *Mimulus*.

Transcripts that display an expression bias toward the *M. guttatus* allele could originate from a parent-of-origin bias, an allele-of-origin bias or be false positives. To both validate the expression bias and distinguish between these possibilities we hand-isolated endosperm from both SEC39 x CSS4 and CSS4 x SEC39 F1 seed at 8 DAP. RNA was converted to cDNA and used in semi-quantitative PCR assays. We identified seven candidate genes containing known allele-distinguishing SNPs due to the creation or elimination of a restriction enzyme cutting site. We created pairs of oligos (**Table S1**) to amplify the SNP-containing fragments. Relative expression of maternal and paternal alleles was assayed by agarose-gel electrophoresis and by Sanger sequencing.

## Results

We generated 20 RNAseq libraries with a total of 3.85 x 10^8^ raw reads, averaging 1.93 x 10^7^ reads per library (see **Table S2** for alignment statistics). 

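Total RNA of unfertilized SEC39 ovules (0 DAP, 5 libraries) and of whole hybrid seeds from SEC39 mothers and CSS4 pollen at 2 DAP (4 libraries), 4 DAP (3), 6 DAP (4) and 8 DAP (4) was sequenced. The authors aligned the reads to both parental pseudo-references, kept properly paired, uniquely mapped reads, counted them on the genes of the Phytozome v2.0 annotation, and deposited the raw count of each annotated gene in each of the 20 libraries. Of these genes, 2519 had no count in any library. The total count per library ran from 7588155 to 13210974 with a median of 12691054 at 0 DAP, and from 12134820 to 16121733 with a median of 14026854 at 2 DAP. At 4 DAP it ran from 13268485 to 16529554 with a median of 13766471, at 6 DAP from 11002428 to 13434417 with a median of 11967873, and at 8 DAP from 12855659 to 13738213 with a median of 13262719.5. These totals, and not the raw reads, are the depth behind every value given for these libraries. A count of 0 allowed up to 3 counts, which came to between 0.181 and 0.395 CPM depending on the library. Limits and intervals of this kind cover counting error only. In ovule replicates 1 and 5 the deposited counts came to 56.2% and 71.8% of the reads that the paper's Table S2 assigns to genes (13492346 and 13366778 reads). The other libraries held between 100.1% and 101% of theirs.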

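CPM over the total count was used to call genes expressed or stage-specific, because the count files hold no gene lengths. Values of single genes are given as normalized CPM, over library sizes scaled by edgeR's TMM method, as mean ± SD. For differential expression, genes with CPM above 1 in at least 3 libraries were kept, which left 20242 genes, and edgeR's quasi-likelihood model was fitted with 1 coefficient per time point. The joint test covered the 4 transitions 0 vs 2, 2 vs 4, 4 vs 6 and 6 vs 8 DAP together, and each transition was also tested alone, at a Benjamini-Hochberg FDR of 0.01. The common biological coefficient of variation was 0.391. The median over genes of the SD of log2 CPM within a time point was 0.59 at 0 DAP, 0.58 at 2 DAP, 0.18 at 4 DAP, 0.22 at 6 DAP and 0.32 at 8 DAP. Libraries numbered 15 to 20 in Table 1 are ovule replicates 3 to 5 and 2 DAP replicates 2 to 4, and all others are numbered 1 to 14. A model with this division as a covariate, chosen after seeing the data, gave 11878 DEGs in the joint test and called 4410 genes for the difference between the series, 2373 of them higher in libraries 15 to 20. Without 2 DAP replicate 1, the only 2 DAP library of the earlier series, the median SD at 2 DAP was 0.39.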

Pairwise sequence divergence (π) between SEC39 and CSS4 in coding regions is 0.028 ± 0.022 S.D. Mapping to the SEC39 pseudoreference produced a mean of 75.3% ± 4.25 S.D. properly paired, uniquely mapped reads, while mapping to the CSS4 pseudoreference produced a mean of 70.0% ± 2.34 S.D. properly paired, uniquely mapped reads. Mapping to the SEC39 (i.e., maternal) pseudoreference genome was more efficient since our samples contain reads from seed coat (all maternal), embryo (1:1 maternal:paternal), and endosperm (2:1 maternal:paternal). Altogether, our merged alignments have an average of 75.5% ± 3.98 S.D. paired, uniquely mapped reads. This represents a significant improvement over mapping to the IM62 reference genome, which produced 67.7% ± 4.0 S.D. uniquely mapped reads (t_19__=_ 68.97, p < 0.0001) for an increased mapping rate of ~8%, similar to that found by others (Huang et al., 2014; Crowley et al., 2015).

### Developmental Progression of *Mimulus pardalis* x *Mimulus guttatus* Seeds

As expected, seed set, outer morphology, and germination rates among mature seeds from *M. pardalis* x *M. guttatus* (SEC39 x CSS4) confirms a lack of postzygotic isolation between these inbred lines (Oneal, Munger and Willis, unpublished; Macnair and Cumbes (1989)) (see **Figure 1**, **Figure S2**). Selfed *M. pardalis,* selfed *M. guttatus,* and reciprocal *M. pardalis* x *M. guttatus* fruits contained mostly round, viable seeds with a small minority of shriveled or flat seeds (**Figure 1A**, **Figure S2**), with no significant difference in the distribution of seed types between the selfed fruits and hybrid fruits (MANOVA F_9,45_ = 1.09, p > 0.1). Germination rates were generally high (57.9–89.74%) (**Figure 1B**).

**Figure 1:**
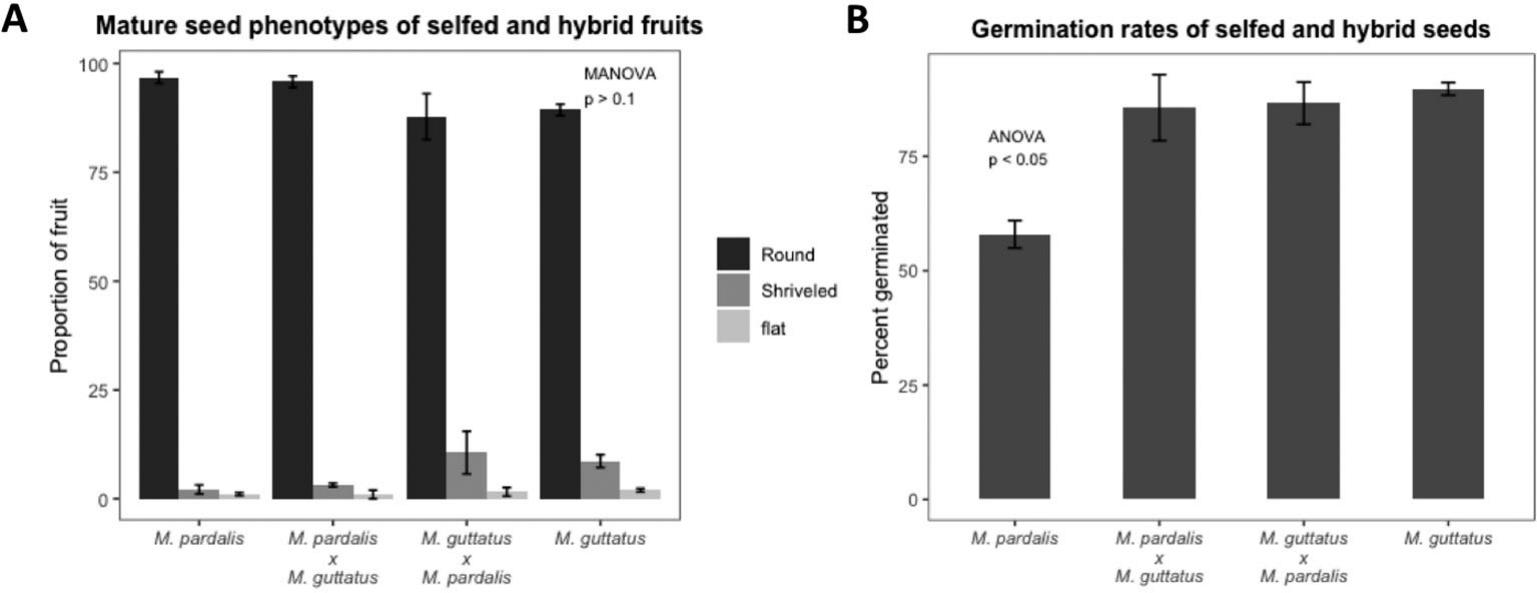
**(A)** Percentage of mature seed phenotypes (round, shriveled, and flat) recovered from fully developed fruits from selfed *Mimulus pardalis* and *Mimulus guttatus* and reciprocal crosses of *M. pardalis* x *M. guttatus.* There was no significant difference in the distribution of seed types between the selfed fruits and hybrid fruits (MANOVA F_9,45_ = 1.09, p > 0.1). **(B)** Germination rates of selfed *M. pardalis* and *M. guttatus* seed, as well as *M. pardalis* x *M. guttatus*, and *M. guttatus* x *M. pardalis* hybrid seeds. Mp, *M. pardalis*; Mg, *M. guttatus*. Bars indicate standard error. Germination rates were generally high (57.9–89.74%) (N=4 for each selfing and cross).

At 2 DAP, most seeds contain four-cell embryos, progressing to eight-cell and dermatogen embryos by 4 DAP (**Figure 2A**). By 6 and 8 DAP, seeds contain late globular- and heart-stage embryos, respectively. Endosperm development is *ab initio* cellular (Arekal, 1965; Oneal et al., 2016). There is regular proliferation of endosperm between 4 and 8 DAP, and limited variation in the distribution of embryonic stages at each time point (**Figure 2B**), which may result from differences in the rate of pollen tube growth and timing of fertilization. A PCA of normalized gene expression values from the 20 libraries produced well-defined clusters corresponding to the five different developmental time points assayed (**Figure 2C**), with the exception of some overlap between 2 and 4 DAP, indicating that these stages exhibit similar transcriptional states. 

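Principal components were computed here from variance-stabilized counts (DESeq2, blind to the time point) of the 500 most variable genes. On the first axis, which held 66.2% of the variance, the mean score was -64.4 ± 2.18 (SD, n = 5) at 0 DAP, -17.2 ± 17.4 (n = 4) at 2 DAP, -19.0 ± 1.83 (n = 3) at 4 DAP, 46.8 ± 5.84 (n = 4) at 6 DAP and 65.2 ± 0.517 (n = 4) at 8 DAP. The 2 DAP libraries ran from -36.5 (replicate 1) to 5.73 (replicate 3), a range that enclosed all of the 4 DAP libraries, which lay between -20.3 and -16.9. On the second axis, with 21.7%, the means were 24.9 ± 1.69 at 0 DAP, -23.0 ± 7.82 at 2 DAP, -27.7 ± 0.0558 at 4 DAP, -24.6 ± 8.19 at 6 DAP and 37.3 ± 11.1 at 8 DAP. The choice of genes moved the first axis most, which held 42.6% when all genes kept for edgeR were used. Within the libraries numbered 1 to 14, 2 DAP replicate 1 lay between the ovule libraries, at -64.9 and -62.2, and all 4 DAP libraries. From the positions of the libraries, the paper concludes that time points are distinct except 2 and 4 DAP, whose transcriptional states it describes as similar.

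**Figure D1:**
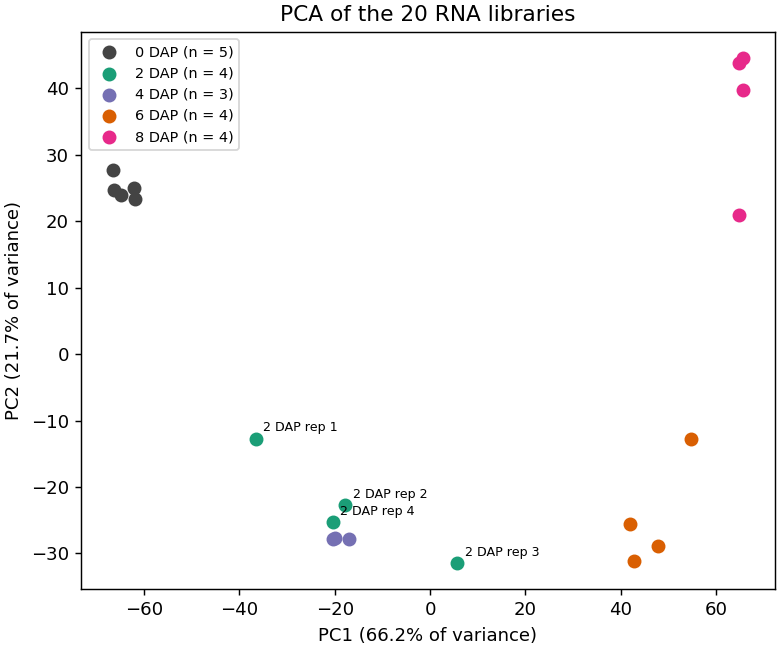
Scores of the 20 libraries on the first axis (66.2% of the variance) and the second axis (21.7%), in units of variance-stabilized log2 counts, 1 dot per library and 1 colour per time point. The 4 DAP libraries lie between -20.3 and -16.9 on the first axis, within the range of the 2 DAP libraries.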

The first axis explains 66% of the variation, and reflects the effect of time, while the second axis explains 22% of the variation.

**Figure 2:**
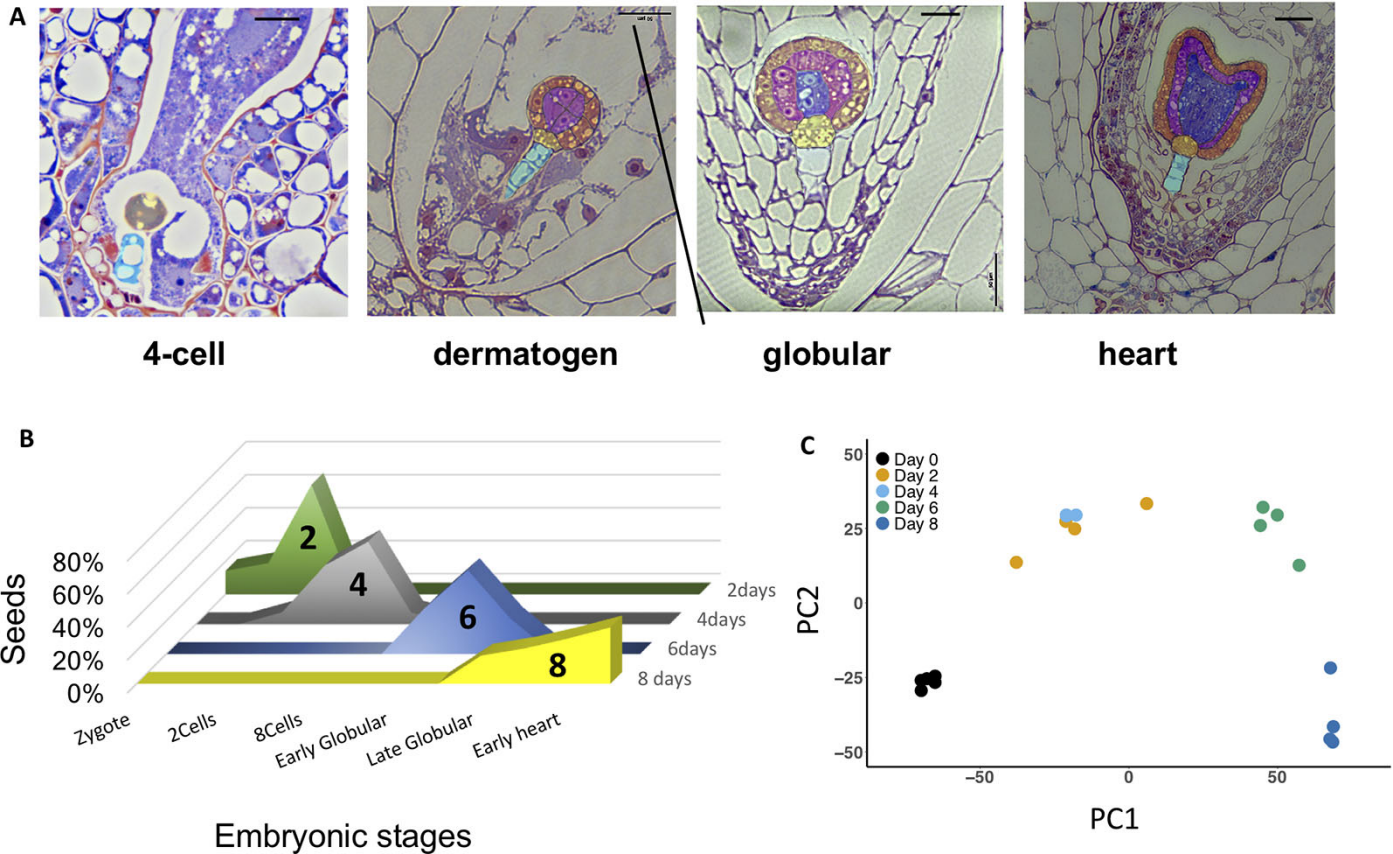
**(A)** Morphology of *Mimulus pardalis* x *Mimulus guttatus* developing seeds collected 2, 4, 6, and 8 days after pollination (DAP). Sections were obtained from LR-white embedded seeds (see *Methods*). **(B)** Frequency distribution of embryonic stages of seeds collected at 2, 4, 6, and 8 DAP. **(C)** Principle component analysis (PCA) plot of RNA libraries.

### Correlations Between Gene Expression and the Progression of *Mimulus guttatus* Seed Development

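With expression defined as a mean CPM of at least 1 at 1 time point or more, 20144 of the genes listed (71.6%) were expressed. Of these, 1297 reached that mean at 1 time point only. Changing the minimum moved the number most, to 21334 with the level halved and to 18767 with it doubled. The first 1994 rows of Table S10, the part used here, pair counts with the authors' FPKM (fragments scaled to transcript length and library size). In that part 1468 genes were expressed by CPM and 1393 by FPKM computed from the lengths that the table implies. Transcription factor annotations were not used here.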

We detected the expression of 18,836 annotated genes in ovules and seeds, representing 67% of all currently annotated *M. guttatus* genes, including 1,011 transcription factors (TFs), of which 40 are MADS-box genes. The number of genes expressed in any stage was highest in ovules (16,681) and lowest in heart-stage seeds (8 DAP: 14,784), but we found no relationship between gene expression diversity and collection time point (ANOVA F_4,15_ = 2.522, p = 0.085) (**Figure S3**). 

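By mean CPM, 18163 genes were expressed at 0 DAP, 17862 at 2 DAP, 18079 at 4 DAP, 18073 at 6 DAP and 17271 at 8 DAP. The order of the time points depended on the scaling, and with TMM-scaled CPM the numbers were 17817, 17984, 17734, 18041 and 17751 in the same order, highest at 6 DAP and lowest at 4 DAP. By CPM without TMM scaling, ovules fell to 18033 without ovule replicate 1 and to 17987 without ovule replicate 2, below 4 and 6 DAP. In single libraries the number of genes with CPM of at least 1 ran from 16813 to 18394. Its mean was 17749 ± 673 (SD, n = 5) at 0 DAP, 17395 ± 630.0 (n = 4) at 2 DAP, 18007 ± 155 (n = 3) at 4 DAP, 17922 ± 157 (n = 4) at 6 DAP and 17088 ± 291 (n = 4) at 8 DAP. The F statistic of the time points was 2.48, and a permutation test with 100000 resamples, one-sided for large F, gave p = 0.0944. With every library thinned to the smallest total, the permutation p was 0.0917. The result depended on the scaling and on the libraries used. With TMM-scaled library sizes, the F was 3.40 and the permutation p 0.0280. Within the libraries numbered 1 to 14 the F was 18.2 and the permutation p 0.000460, while libraries 15 to 20 hold only 0 and 2 DAP. Without 2 DAP replicate 1 the permutation p was 0.0192, and without ovule replicate 5 it was 0.0353.

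**Figure D2:**
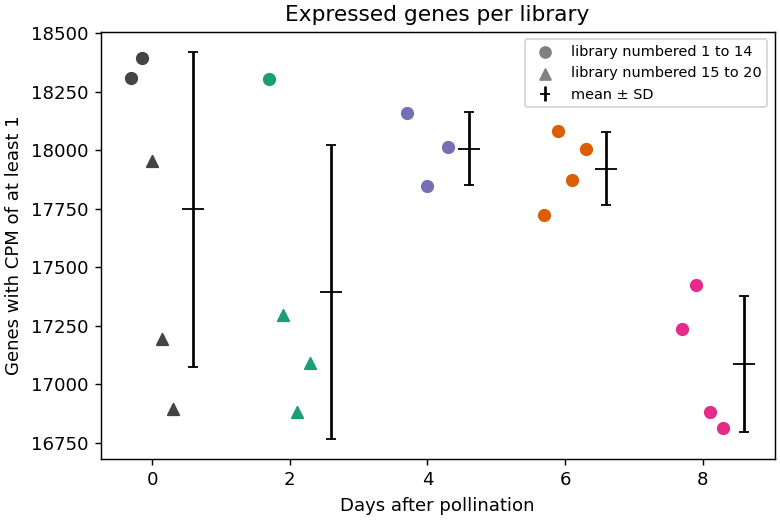
Number of genes with CPM of at least 1 in each library by time point (days after pollination), with circles for libraries numbered 1 to 14, triangles for libraries 15 to 20, and bars for the mean ± SD of a time point. Libraries lie between 16813 and 18394 genes.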

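In edgeR's joint quasi-likelihood test, 10172 of 20242 genes tested passed a Benjamini-Hochberg FDR of 0.01. DESeq2 gave 12450. With edgeR's likelihood ratio test 12405 passed, among them 10171 of the genes called by the quasi-likelihood test. An FDR of 0.05 moved the number most upward, to 13548. Tested alone, 0 vs 2 DAP gave 3700 DEGs, 2393 up and 1307 down. The transition from 2 to 4 DAP gave 40, of which 4 were up and 36 down, although 4485 genes had an unadjusted p under 0.05 there. From 4 to 6 DAP there were 1487 DEGs, 1057 up and 430 down, and from 6 to 8 DAP 2892, 1522 up and 1370 down. With the library series as a covariate the transitions gave 4605, 1, 2117 and 5445 DEGs in that order. For 2 vs 4 DAP this setting says little, because only replicate 1 of the 2 DAP libraries shares the series of the 4 DAP libraries. With the maternal plant of Table 1 as a block they gave 2486 (811 down), 372, 1713 and 4241 (2112 down), so that with either of these 2 settings 6 vs 8 DAP and not 0 vs 2 DAP had the most. The block leaves ovule replicates 3 to 5 out of the 0 DAP estimate, because each stands for a plant of its own. Leaving out ovule replicate 2, 2 DAP replicate 3 or 2 DAP replicate 4 also gave 6 vs 8 DAP the most. Fitted on the libraries of the 2 time points alone, the transitions gave 1351, 0, 4695 and 7522 DEGs in that order. This put 0 vs 2 DAP below 4 vs 6 DAP as well. The main fit shares its estimate of a gene's spread over all ages, though the spread was larger at 0 and 2 DAP. The 2 vs 4 DAP number depended on single libraries, and was 1249 without 2 DAP replicate 1 and 0 without 2 DAP replicate 4. Random regroupings of the libraries could not exclude chance for this transition, but did for the others. Next maSigPro was not used here. A negative binomial regression on a 4th-degree polynomial of time, with the maternal plant as batch, a dispersion parameter theta of 10, an R-squared of at least 0.6 and an FDR of 0.01, called 11805 genes. Its R-squared counts what the batch explains along with time, and the FDR alone passed 12067 genes.

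**Figure D3:**
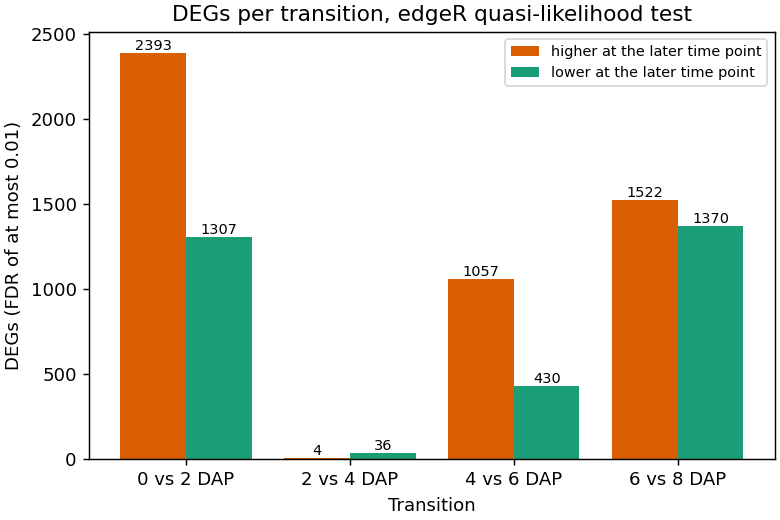
Number of DEGs in each transition between successive time points (edgeR's quasi-likelihood test fitted on all libraries together, without block or covariate, Benjamini-Hochberg FDR of at most 0.01), with bars for genes that rose and genes that fell. The smallest number is 40, for 2 vs 4 DAP, and the largest 3700, for 0 vs 2 DAP.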

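The genes with the largest changes between time points were taken among DEGs of a transition with a mean log2 CPM of at least 3 and no overlap between the libraries of both time points, 2 that rose and 2 that fell for each transition. From 0 to 2 DAP, Migut.G01214 rose from no count to 63.5 ± 28.8 normalized CPM, at least 266-fold against 3 counts per ovule library (adjusted p = 4.75e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Migut.L00496 rose from 1 count in all ovule libraries together to 102 ± 76.1, a ratio of 6874 with a 95% counting interval from 1234 to 271496. Migut.H02111 had no count at 2 DAP and 0.0949, 0.0526, 22.1, 80.8 and 174 normalized CPM in ovule replicates 1 to 5 (adjusted p = 0.00476 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That p did not stay under 0.01 with the maternal plant as a block, without the filter on low counts, or with 1 of 2 DAP replicates 2 to 4 left out. The block leaves ovule replicates 3 to 5 out of the 0 DAP estimate. Migut.F00471 was at 0.0889 ± 0.123 at 2 DAP and at 1.99, 1.26, 38.2, 314 and 612 in ovule replicates 1 to 5. Both genes were high only in the ovule libraries numbered 15 to 20, replicates 3 to 5, so that their ovule levels followed the library series. From 2 to 4 DAP, Migut.J00778 rose by a log2 fold change of 2.24 (standard error 0.36, adjusted p = 0.00687) and Migut.J01710 by 2.13 (standard error 0.38, adjusted p = 0.00942, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for both). Migut.F00332 fell by 5.14 and Migut.C00831 fell by 4.81 on the log2 scale. None of these 4 passed with the library series as a covariate. That setting says little here, because only replicate 1 of the 2 DAP libraries shares the series of the 4 DAP libraries. In that replicate, Migut.J00778 was at 18.9 normalized CPM against 68.7 to 83.2 at 4 DAP, and Migut.J01710 at 38.1 against 150 to 181. Migut.F00332 was at 6.48 there against at most 0.155, and Migut.C00831 at 15.6 against 0.605 to 2.18. The rule of no overlap fixed the direction of these gaps. The other genes that rose in this transition, named after their values were seen, were Migut.C00785 with a log2 fold change of 1.64 and Migut.I00948 with 1.67.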

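From 4 to 6 DAP, Migut.M01356 rose from 3 counts in all 4 DAP libraries together to 781 ± 901 normalized CPM, with 6 DAP libraries from 94.4 to 2098 (adjusted p = 5.45e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Migut.M01349 rose by a log2 fold change of 13.40 to 1161 ± 1307 (adjusted p = 7.65e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every 6 DAP library above every 4 DAP library. Migut.I00636 fell from 40.3 ± 11.0 to 0.503 ± 0.432 in that transition and Migut.M00087 from 32.9 ± 3.94 to 0.769 ± 0.71. In the last transition, from 6 to 8 DAP, Migut.D00425 rose from 0.175 ± 0.215 to 1175 ± 1042 (adjusted p = 1.07e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), again without overlap between libraries. Migut.J01035 rose from 2 counts in all to 165 ± 132, a ratio of 4052 with a 95% counting interval from 1122 to 33455. Migut.K00030 fell from 12.0 ± 5.78 to no count, at least 41.4-fold, and Migut.H01467, a homologue of SND2, fell from 61.7 ± 14.8 to 0.137 ± 0.114.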

A generalized linear model incorporating multiple, progressive pairwise comparisons in edgeR identified 12,384 DEGs (FDR ≤ 0.01), while a time series analysis in Next maSigPro identified 6,613 DEGs (R^2^ = 0.6, FDR ≤ 0.01) (**Tables S3** and **S4**). We focus on the overlapping sets of DEGs between edgeR and Next maSigPro. These consisted of 6,233 DEGs (**Figure S4**), including 388 transcription factors (TFs) from 49 families, of which 16 are type I MADS and 4 are MIKC-type MADS-box genes.

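Intersecting the genes of the joint edgeR test with those of the polynomial regression gave 8444 DEGs. Among the settings of the regression, a polynomial of degree 2 moved this number most, to 6543, and with edgeR's likelihood ratio test it was 9871. Of the 69 genes that the paper names, 65 passed the joint test at an FDR of 0.01 over all genes tested. When adjusted over the list alone, 65 passed, which is not independent evidence, because the study chose these genes on the same samples. The 4 named genes that did not pass were Migut.N01481, Migut.H00744, Migut.I00995 and Migut.M00083. Migut.L01587 and Migut.O00318 passed the joint test but not the regression, and so were outside the intersection.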

### Clustering Reveals Co-Expression Patterns Enriched for Functional Pathways

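Hartigan-Wong k-means with 20 clusters, 100 starts and 25 iterations was run here on the DEGs shared by the edgeR test and the polynomial regression, using the mean CPM at the 5 time points scaled to mean 0 and SD 1 within each gene. Of the 20 clusters, 4 were highest at 0 DAP, 4 at 2 DAP, 3 at 4 DAP, 5 at 6 DAP and 4 at 8 DAP. They held 2617, 944, 1281, 1879 and 1723 genes in that order. The clusters highest at 4 DAP were moved most by the choices made, and held 701 genes with TMM-scaled CPM and 1967 when all DEGs of the edgeR test were clustered. Without 2 DAP replicate 4 the clusters highest at 2 DAP held 445 genes, without 2 DAP replicate 2 they held 589, and without 4 DAP replicate 3 they held 560. Gene ontology terms were not analysed here.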

To further correlate patterns of gene expression with developmental changes in seeds, we used a Hartigan and Wong K-means clustering algorithm (Hartigan and Wong, 1979) on the 6,233 DEGs identified by edgeR and Next maSigPro. Of 20 K-clusters, 13 were significantly enriched for GO-terms, including several enriched for GO-terms known to play a role in seed development in *Arabidopsis* (see **Figure 3**, **Figure S5**, **Tables S5** and **S6**). Several of these clusters are of note and mirror what is known about gene expression patterns in developing seeds in other taxa. For example, genes that exhibit peak expression in ovules are enriched for regulation of RNA metabolic process, regulation of gene expression and transcription, and regulation of multicellular organismal development (cluster 5). 

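The 4 clusters highest in ovules in the k-means run on the deposited counts held 1054, 748, 455 and 360 genes. The largest of them had a mean scaled value of 1.75 at 0 DAP and values from -0.341 at 2 DAP to -0.514 at 8 DAP.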

In maize, genes that are highly expressed in the female gametophyte include transcription factors involved in RNA regulation (Chen et al., 2014). In *Arabidopsis*, epigenetic regulatory pathways established in the egg and central cell of the female gametophyte set the stage for the production of embryo-targeting small interfering RNAs (siRNAs) in the endosperm (Wuest et al., 2010). Development at 6 DAP is characterized by the emergence of the late globular-stage embryo (**Figure 2A**) and the acceleration of endosperm proliferation (Oneal et al., 2016). 

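In the k-means run on the deposited counts, 1 of the 20 clusters had 0 and 6 DAP as its highest time points. It held 202 genes, with mean scaled values of 0.682 at 0 DAP, -0.898 at 2 DAP, -0.867 at 4 DAP, 1.09 at 6 DAP and -0.0122 at 8 DAP.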

A group of co-expressed genes which peaks in both ovules and in globular (6 DAP) seeds is enriched for GO-terms related to cell cycle processes, DNA replication, and chromatin organization (cluster 17) as it is in *Arabidopsi*s (Le et al., 2010; Belmonte et al., 2013). Another cluster that peaks at 6 DAP (cluster 2) contains genes involved in cell wall biogenesis and organization. Finally, genes that remain unexpressed until 8 DAP are enriched for carbohydrate and lipid metabolic processes, seed oil body biogenesis, and lipid localization (cluster 18). 

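Of the seed-exclusive genes that Table S7 assigns to cluster 18, all 69 had their highest mean CPM at 8 DAP. Their median of mean CPM was 0.0417 at 0 DAP, 0.150 at 2 DAP, 0.0754 at 4 DAP, 2.62 at 6 DAP and 34.7 at 8 DAP. At 6 DAP, 24 of them reached a mean CPM of at least 5 and 16 stayed at 1 or less, while at 8 DAP 66 reached 5. The study chose these genes from the same libraries, so that no test of the list was made. These genes are fewer than the paper's text counts for the cluster. The other genes of cluster 18 were not analysed here, because only the first 1997 of the 6233 rows of Table S5 were used.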

In *Arabidopsis* and maize these biological processes are enriched in endosperm (Belmonte et al., 2013; Li et al., 2014), suggesting they may perform similar roles in species with *ab initio* cellular endosperm development.

**Figure 3:**
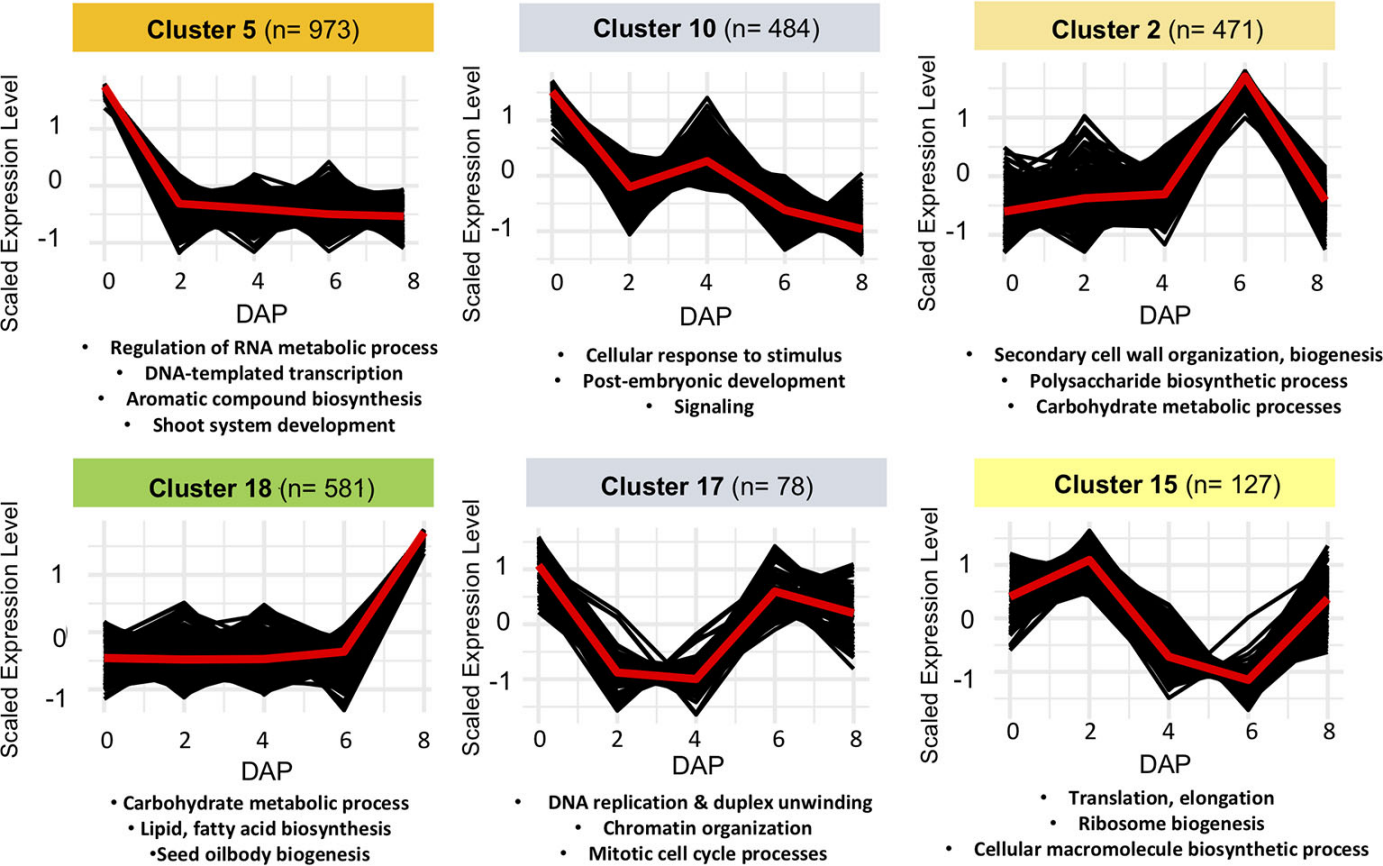
Examples of non-overlapping k-means clusters of co-expressed genes and their significant gene ontology (GO) enrichment terms.

We identified a subset of genes whose expression was *stage-specific* in our data (see *Methods*), with 72 genes specific to ovules, and 3, 29, and 77 genes specific to 2, 6, and 8 DAP seeds, respectively (**Table S7**). 

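Taking a mean CPM of at least 5 at 1 time point and of at most 1 at every other, 77 genes were specific to ovules, 5 to 2 DAP, 33 to 6 DAP and 73 to 8 DAP. Only 35, 1, 20 and 54 of them, in this order, are among the genes that Table S7 lists for the same age. The 2 DAP genes, named after their values were seen, were Migut.F01935, Migut.G00224, Migut.G00603, Migut.I00786 and Migut.J01426, with mean CPM at 2 DAP of 7.06, 11.3, 5.19, 11.2 and 6.30. Requiring the levels in every library and not only in the mean moved the numbers most, to 11, 0, 5 and 13 in the same order. The 5 genes specific to 6 DAP in every library were Migut.D00156, Migut.D00157, Migut.L01995, Migut.M00405 and Migut.N01984, also named after their values were seen. Without 2 DAP replicate 1, the 2 DAP number was 3, with Migut.G00224, Migut.I00786 and Migut.J01426 remaining. All of the 72 genes that Table S7 lists for ovules had their highest mean CPM there, as had all 29 listed for 6 DAP and all 77 listed for 8 DAP at those ages. The 3 genes it lists for 2 DAP, Migut.A01095, Migut.G00224 and Migut.N00479, were highest at 2 DAP, Migut.A01095 with 3.25 CPM and Migut.N00479 with 15.4.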

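At 4 DAP, 0 genes met the rule of a mean CPM of at least 5 there and of at most 1 at each other time point. The number was also 0 with the levels halved, with the levels doubled, with TMM-scaled CPM and with the levels required in every library. Without 2 DAP replicate 1 it was 2, Migut.N00574 and Migut.O00113, whose mean CPM at 4 DAP was 5.04 and 5.21. These genes are named after their values were seen.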

There were no genes *specific* to 4 DAP seeds from. 

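The 30 genes that Table S7 lists as exclusive to ovules were all highest at 0 DAP in the deposited counts. Their median of mean CPM was 8.63 at 0 DAP, 0.453 at 2 DAP, 0.198 at 4 DAP, 0.127 at 6 DAP and 0 at 8 DAP. At 2 DAP, 22 of the 30 had a mean CPM of at most 1, and at 8 DAP 29 had. The calyx, petal, leaf and stem data were not analysed here.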

A comparison of our data with expression data from *M. guttatus* calyx, petal, leaf, and stem tissue (Edger et al., 2017) revealed 30 genes whose expression was exclusive to ovules (i.e., FPKM ≥ 5 in ovules and ≤ 1 in any other tissue), including 4 transcription factors (TFs) (**Table S7**). 

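Table S7 lists 478 seed-exclusive genes, all of which are in the deposited counts. None had its highest mean CPM in ovules, 46 had it at 2 DAP, 42 at 4 DAP, 187 at 6 DAP and 203 at 8 DAP. The median of their mean CPM was 0.0739 at 0 DAP, 2.09 at 2 DAP, 1.36 at 4 DAP, 12.0 at 6 DAP and 11.9 at 8 DAP. In ovules, 445 of them had a mean CPM of at most 1. The libraries of other tissues that define the list were not analysed here, and the paper chose the list on the seed libraries themselves.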

There were 478 genes *exclusively* expressed in seeds, including 35 TFs from multiple families and 6 type I MADS-box genes encoding transcription factors, with 2, 20, and 48 genes *exclusive* to the 2, 6, and 8 DAP stages of seed development, respectively (**Tables S8** and **S9**). 

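Of the 35 transcription factors among the seed-exclusive genes of Table S7, 27 (77.1%) had their highest mean CPM at 6 or 8 DAP. The median of their mean CPM was 0.0761 at 0 DAP, 2.08 at 2 DAP, 2.45 at 4 DAP, 10.0 at 6 DAP and 6.62 at 8 DAP. A mean CPM of at least 5 was reached by 12 of them at 2 DAP, 11 at 4 DAP, 22 at 6 DAP and 20 at 8 DAP.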

A heatmap of expression of *seed-exclusive* transcription factors in *M. guttatus* shows the majority are not constitutively expressed, but rather, are chiefly expressed in 6 or 8 DAP seeds (**Figure S6**).

### Overlap Between *Seed-Exclusive Mimulus guttatus* Genes and *Seed-Exclusive* Genes in Other Taxa

K-means clustering of genes expressed in seeds reveals that a large fraction (N=120, or 25%) of *seed-exclusive* genes segregate into cluster 18. 

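The 101 seed-exclusive genes that the first 1997 of the 6233 rows of Table S5 place in cluster 2 were all highest at 6 DAP. The median of their mean CPM was 0.0621 at 0 DAP, 2.46 at 2 DAP, 2.44 at 4 DAP, 32.1 at 6 DAP and 2.88 at 8 DAP. At 6 DAP 97 of them had a mean CPM of at least 5.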

Another 101 (21.1%) of *seed-exclusive* genes co-segregate into cluster 2. Comparing *seed-exclusive* genes in *M. guttatus* to other taxa, including *A. thaliana,* maize, and tomato reveals some overlap. In *A. thaliana*, there are 43 seed-exclusive genes whose nearest homologs are also seed exclusive in *M. guttatus* (**Table S7**); one of these genes is enriched in the *A. thaliana* seed coat (At5g39130) (Belmonte et al., 2013). Also among the *M. guttatus seed-exclusive* genes are two that are not exclusive to *A. thaliana* seeds but do exhibit enriched expression in *A. thaliana* endosperm: At*AGL62* (At5G60440) and At*CYS5* (At5g47550), a putative phytocystatin expressed in seedlings (Song et al., 2017). At*AGL62* suppresses endosperm cellularization in *A. thaliana* and is a key regulator of endosperm development. The *seed-exclusive* expression pattern of 2 *M. guttatus* homologues of *AGL62* (Migut.B00708 and Migut.D01476) suggests that they play an important role during *Mimulus* seed development; however, without RNA sequencing of isolated seed tissues and additional functional analyses, we cannot yet determine the role of *M. guttatus AGL62* homologues. 

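In the libraries, Migut.B00708 was at 0.375 ± 0.503 normalized CPM in ovules, 7.57 ± 2.51 at 2 DAP, 2.09 ± 0.294 at 4 DAP, 0.143 ± 0.142 at 6 DAP and 0.494 ± 0.415 at 8 DAP. Migut.D01476 was at 0.313 ± 0.610, 9.88 ± 4.89, 4.21 ± 0.433, 0.322 ± 0.451 and 0.621 ± 0.427 at the same time points. For both genes every 2 DAP library lay above every library of the other time points. The rise from 0 to 2 DAP had a log2 fold change of 4.18 for Migut.B00708 (adjusted p = 0.000314) and of 4.81 for Migut.D01476 (adjusted p = 0.000359, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in both cases). Both are near relatives, and reads that fit either gene could have been counted on the other or dropped. From the restriction of these homologues to seeds, the paper proposes that they act in seed development, and it leaves their role open.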

Finally, there are 25 genes enriched in *A. thaliana* endosperm that are not expressed in *M. guttatus* seeds, including three transcription factors (At*AGL87*, At*FIS2*, and At*FWA*).

In maize, there are 23 seed exclusive genes whose nearest homologs are also *seed exclusive* in *M. guttatus* (**Table S7**), 11 enriched in endosperm, and 2 enriched in the embryo (Chen et al., 2014; Yi et al., 2019). Of the seed-exclusive genes in *M. guttatus*, 54 genes have homologs that are not seed-exclusive but were found to exhibit enriched expression in the maize embryo, endosperm, or both, relative to other seed tissues (Chen et al., 2014). There are 250 genes enriched in maize endosperm whose homologs are not expressed at all in *M. guttatus* seeds, including 39 transcription factors such as transcription factors activating maize *ABI3* (*VP1)*, *AUX/IAA*, and two maize type I MADS genes (*MADS25* and *MADS27*). Another gene enriched in maize endosperm but which is not expressed in *M. guttatus* seeds is the maize *FIE1*, which is maternally imprinted and peaks in expression during the transition from mitotic cell division to endoreduplication in the endosperm (Hermon et al., 2007). Twenty *M. guttatus* genes have nearest homologs that are exclusively expressed in both *A. thaliana* and maize seeds (**Table S7**). There is, however, no overlap between genes unexpressed in *M. guttatus* seeds but enriched in *A. thaliana* or maize endosperm.

Finally, in domesticated tomato there are 8 seed-exclusive genes whose nearest homologs (25 genes) are seed exclusive in *M. guttatus* (Zuluaga et al., 2016; Shinozaki et al., 2018), one of which (*CYS5*) is enriched in the embryo of a wild relative of domesticated tomato (Pattison et al., 2015) (Solyc04g014780). Of the 25 seed-exclusive genes *M. guttatus* with homologs in tomato, 22 do not have seed-exclusive homologs in *A. thaliana* or maize. These include *M. guttatus* and tomato homologs of *LIPID TRANSFER PROTEINS 4* and *12* (*LPT4* and *LPT12*: Migut.M01356/Migut.M01355/Migut.M01350/Solyc05g053530), *PECTIN METHYLESTERASE INHIBITOR 2* (*PMEI2*: Migut.A00119/Migut.I00331/Solyc09g072950), and *VACUOLAR INHIBITOR OF FRUCTOSIDASE 1* (*VIF1*: Migut.M00087/Solyc09g072950). 

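Among these homologues, Migut.M01356 (LTP4) was at 0.400 ± 0.436 normalized CPM in ovules, 0.846 ± 0.634 at 2 DAP, 0.0576 ± 0.0608 at 4 DAP, 781 ± 901 at 6 DAP and 7041 ± 402 at 8 DAP. Migut.M01355 (LTP12) was at 0.0555 ± 0.0821, 53.5 ± 49.2, 81.9 ± 17.3, 303 ± 165 and 13.2 ± 8.22 from 0 to 8 DAP, and Migut.M01350 (LTP12) at 0.0190 ± 0.0424, 3.14 ± 2.99, 10.0 ± 2.45, 54.2 ± 25.9 and 2.37 ± 2.97. Every 6 DAP library lay above all other libraries for both LTP12 genes. These lipid transfer genes bear neighbouring numbers, and reads shared among them would make their levels uncertain. Migut.A00119 (PMEI2) peaked at 6 DAP with 149 ± 25.3, against at most 5.11 ± 8.43 at any other time point. The other PMEI2 homologue, Migut.I00331, had no count in ovules, 0.742 ± 1.03 at 2 DAP and 0.128 ± 0.112 at 4 DAP, and then 32.2 ± 17.1 at 6 DAP and 88.5 ± 25.1 at 8 DAP, at least 370.3-fold above ovules. Migut.M00087 (VIF1) had no count in ovules or at 8 DAP and was at 33.9 ± 20.6 at 2 DAP, at least 142-fold above ovules, and 32.9 ± 3.94 at 4 DAP, without a difference between these 2 ages (log2 fold change -0.04, adjusted p = 0.980 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted p-values of edgeR's joint test with Benjamini-Hochberg adjustment lay between 1.19e-10 for Migut.M01356 and 3.40e-07 for Migut.M01350. The tomato libraries were not analysed here.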

A GO-term enrichment analysis of these genes finds two overrepresented biological processes: negative regulation of catalytic activity, and negative regulation of molecular function (adjusted p-values 0.003 and 0.004, respectively).

### Type I MADS-Box Gene Expression

Because of their known role in female gametophyte and seed development across a range of plant taxa (Colombo et al., 1997; Busi et al., 2003; Köhler et al., 2003; Arora et al., 2007; Colombo et al., 2008; Kang et al., 2008; Steffen et al., 2008; Zhang et al., 2018), we further examined the temporal expression patterns of differentially expressed type I MADS-box genes using a hierarchical clustering analysis. This analysis identified co-expressed sets, or hierarchical expression clusters of type I MADS box genes, a family that includes the *Arabidopsis AGAMOUS-LIKE* genes *AGL26*, *AGL62*, and *AGL104*. Two *Mimulus* type I MADS-box DEGs were expressed in ovules but unexpressed after fertilization (**Figure 4**, cluster VI); other MADS-box DEGs were either expressed primarily in four-cell to dermatogen-stage seeds (2–4 DAP, clusters IV and V), or in globular- and heart-stage seeds (6–8 DAP, clusters I and II) (**Figure 4**). 

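Normalized CPM of type I MADS-box genes of Fig. 4 was compared across the time points. Migut.B01668 (AGL49) was highest in ovules with 8.91 ± 3.30 and fell to 3.00 ± 2.15 at 2 DAP, 1.25 ± 0.397 at 4 DAP, 0.905 ± 0.391 at 6 DAP and 0.299 ± 0.230 at 8 DAP. Its lowest ovule library, at 3.51, lay below the highest 2 DAP library, at 4.87. Migut.A00408 (AGL62) was highest at 2 DAP with 3.32 ± 1.55, against 0.0928 ± 0.106 in ovules and 0.736 ± 0.149 at 4 DAP, and was at 1.69 ± 0.627 and 1.39 ± 0.483 at 6 and 8 DAP. Migut.B00479 (AGL62) was at 1.93 ± 1.86 at 2 DAP and at 0.439 ± 0.120 at 4 DAP, with no count at 8 DAP. Migut.L00101 (AGL104) was at 9.82 ± 2.98 at 6 DAP and had no count at 8 DAP, where it was at least 33.8-fold lower. Migut.I00404 (AGL29) was at 0.925 ± 0.136 at 4 DAP, 15.2 ± 1.75 at 6 DAP and 18.3 ± 8.90 at 8 DAP, a log2 fold change of 4.02 from 4 to 6 DAP (standard error 0.63, adjusted p = 0.000203 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every 6 DAP library lay above every 4 DAP library for that gene. The adjusted p of these genes in edgeR's joint test with Benjamini-Hochberg adjustment lay between 3.18e-09 for Migut.I00404 and 8.84e-05 for Migut.B00479.

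**Figure D4:**
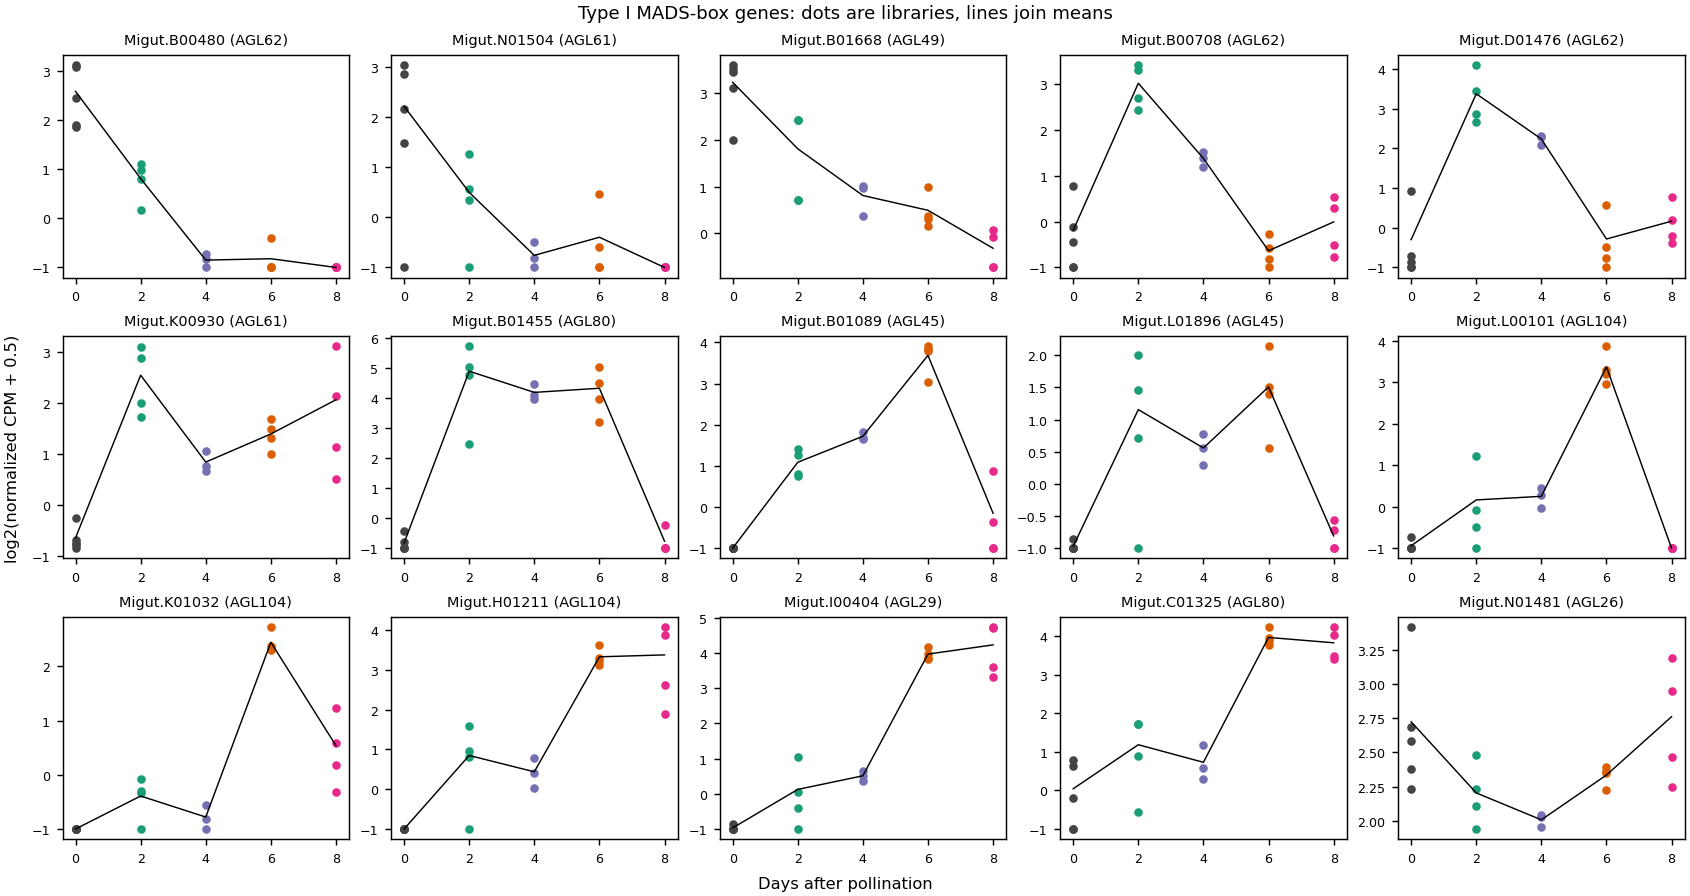
Expression of 15 type I MADS-box genes by time point (days after pollination) as log2 of normalized CPM plus 0.5, with a dot for each library and lines through the log2 of the mean normalized CPM plus 0.5 of each time point. Migut.I00404 lies at 15.2 normalized CPM at 6 DAP and 18.3 at 8 DAP, and Migut.B01668 at 8.91 in ovules.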

A neighbor joining (NJ) tree of type I MADS genes from *M. guttatus*, *S. lycopersicum*, *A. thaliana*, and *O. sativa* suggests that in some cases, genes with similar temporal expression patterns are each other’s nearest relatives (**Figure 5**).

**Figure 4:**
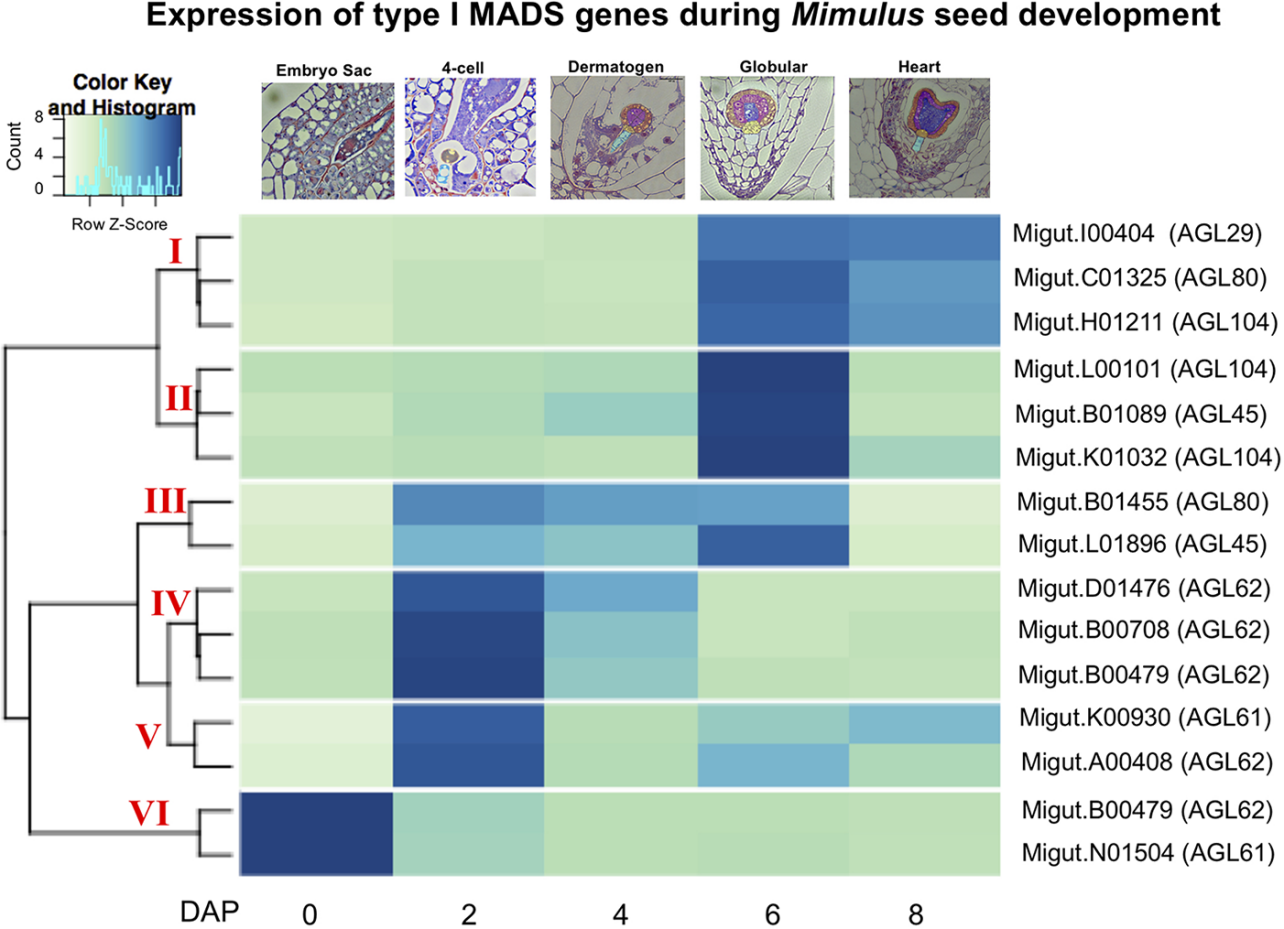
A heatmap of MADS-box type I gene expression in ovules and seeds. The nearest *Arabidopsis thaliana* homologue for each *Mimulus guttatus* MADS-box gene is indicated in parentheses (as determined by BLASTx).

**Figure 5:**
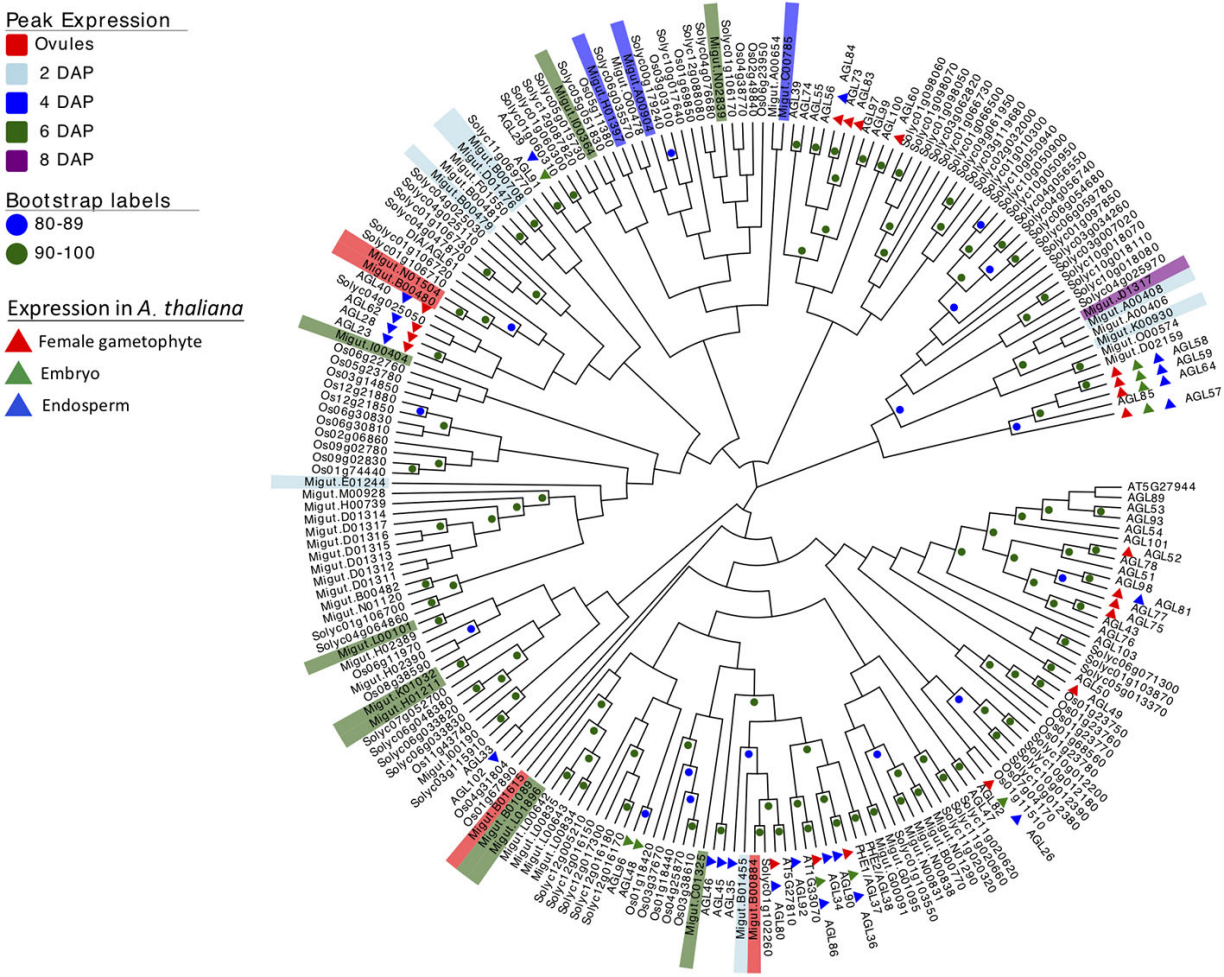
Neighbor joining tree of type I MADS-box genes from rice (*Oryza sativa*), *Arabidopsis thaliana*, tomato (*Solanum lycopersicum*), and *Mimulus guttatus* (reference line IM62). Bootstrap support is represented by color (green ≥ 90, blue 80–89). Nodes with less than 80% support are not marked. *M. guttatus* genes expressed in our data set are color-coded by time of peak expression. *A. thaliana* expression profiles are indicated by color-coded triangles.

### Four Imprinted Endosperm-Expressed Genes Display Strong Paternal Expression Bias

We assembled a list of 163 genes that demonstrated expression bias in favor of the *M. guttatus* allele as described above (**Tables S8** and **S9**). 

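The counts used here are summed over both alleles, and the allele counts behind the list were not analysed here. All 163 genes of Table S9 are in the deposited counts. Of these, 141 were expressed by the mean CPM rule, 139 of them at 2 to 8 DAP. The median of their mean CPM was 0.577 at 0 DAP, 1.12 at 2 DAP, 1.45 at 4 DAP, 2.63 at 6 DAP and 1.22 at 8 DAP. In edgeR's joint test 100 passed an FDR of 0.01, and 99 were in the intersection with the polynomial regression.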

*M. guttatus*-bias could be the result of cis-regulatory allele-specific expression bias or imprinting (Stupar and Springer, 2006; Zhang and Borevitz, 2009); the former would be *M. guttatus*-biased regardless of the crossing direction. We validated 7 of these putatively *M. guttatus-*biased genes as above and all are expressed in endosperm. Four genes were imprinted, exhibiting paternally-biased expression in isolated endosperm regardless of the direction of the cross (**Table 2**, **Figure 6**). Intriguingly, only one of the validated genes exhibits temporally significant expression changes: Migut.E01117 is unexpressed until 6 DAP then declines at 8 DAP; the remaining were not identified as DEGs by our time series analysis. 

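In the deposited counts of whole seeds, Migut.E01117 (MBD13) was at 28.7 ± 5.62 normalized CPM in ovules, 15.5 ± 2.39 at 2 DAP, 15.7 ± 2.99 at 4 DAP, 32.4 ± 4.32 at 6 DAP and 28.9 ± 7.31 at 8 DAP. Its adjusted p was 0.000506 in edgeR's joint test with Benjamini-Hochberg adjustment. The change from 6 to 8 DAP, a log2 fold change of -0.17, was within the spread between libraries (adjusted p = 0.584 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Migut.I00545 (DnaJ) went from 0.532 ± 0.396 in ovules to 4.43 ± 0.989 at 8 DAP (adjusted p = 0.000552 in edgeR's joint test with Benjamini-Hochberg adjustment), with every 8 DAP library above every ovule library. Migut.N01317 (BGAL11) was at 12.7 ± 12.8, 3.55 ± 1.54, 7.90 ± 7.30, 0.639 ± 0.594 and 0.258 ± 0.207 from 0 to 8 DAP, with an adjusted p of 0.000178 in edgeR's joint test with Benjamini-Hochberg adjustment. These 3 genes were in the intersection with the regression. Migut.H00744 (ATXR5) was between 1.64 ± 0.131 at 4 DAP and 5.64 ± 1.78 at 6 DAP, with an adjusted p of 0.0257 in edgeR's joint test with Benjamini-Hochberg adjustment. That p was 0.00630 with the likelihood ratio test, 0.00689 with DESeq2, 0.00816 with the maternal plant as a block and 0.00632 with the library series as a covariate. Migut.I00995 (RWD domain-containing protein) was between 40.2 ± 24.0 at 8 DAP and 93.8 ± 13.8 at 6 DAP, with an adjusted p of 0.0898 in edgeR's joint test with Benjamini-Hochberg adjustment and of 0.00854 without ovule replicate 2. Migut.M00083 (WD-repeat protein) stayed between 0.550 ± 0.227 and 1.15 ± 0.528 with an adjusted p of 0.514 in edgeR's joint test with Benjamini-Hochberg adjustment.

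**Figure D5:**
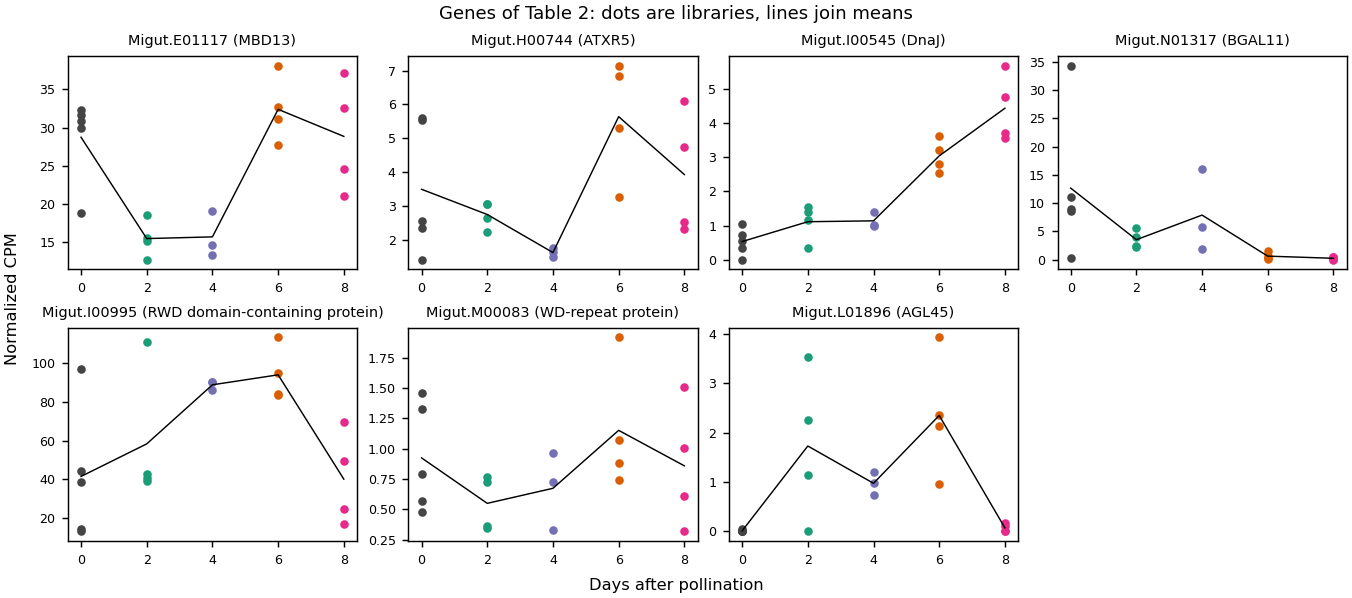
Normalized CPM of Migut.E01117, Migut.H00744, Migut.I00545, Migut.N01317, Migut.I00995, Migut.M00083 and Migut.L01896 by time point (days after pollination), with a dot for each library and a line through the mean of each time point. Migut.E01117 lies at 15.5 at 2 DAP and 32.4 at 6 DAP.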

All four genes have imprinted homologues in other species (**Table 2**). The remaining three putative *M. guttatus*-biased genes exhibited allele-specific expression (**Table 2**).

**Table 2:** Genes exhibiting *Mimulus guttatus* allele specific bias selected for validation.

*M. guttatus* gene name	*A. thaliana* homologue	Gene name	Description	Imprinted	Imprinted homologues
Migut.E01117	AT5G52230	*MBD13*	Methyl-CpG binding transcription regulator	Yes	*Capsella rubella* (MEG and PEG), maize (PEG), castor (MEG)
Migut.H00744	AT5G09790	Trithorax-related 5 (*ATXR5*)	Histone-lysine N-methyltransferase: targets H3K27 for epigenetic silencing of repetitive and transposon elements	Yes	Maize (PEG), *Solanum chilense* (PEG), and *S. peruvianum* (PEG)
Migut.I00545	AT5G53150	*DnaJ*	DnaJ heat shock N-terminal domain chaperone protein	Yes	*Capsella grandiflora* (PEG)*, Arabidopsis thaliana* (PEG)*, S. peruvianum, S. chilense* (MEG) and *S. arcanum* (PEG), maize (MEG), sorghum (MEG), castor (PEG)
Migut.I00995	AT1G51730	RWD domain-containing protein	Ubiquitin-conjugating enzyme family protein	No	N.A.
Migut.M00083	AT5G08650	WD-repeat protein	RanBPM protein, function unknown	No	N.A.
Migut.N01317	AT2G16730	Beta-galactosidase 11-related (*BGAL11*)	Catalysis of the hydrolysis of terminal, non-reducing beta-D-galactose residues in beta-D-galactosides.	Yes	Rice (MEG), *S. chilense* (MEG and PEG)
Migut.L01896	AT3G05860	*AGL45*	MADS-box transcription factor	No	N.A.

Imprinted expression was confirmed by rt-PCR, enzymatic digestion, and Sanger sequencing. References: Capsella: (Hatorangan et al., 2016; Lafon-Placette et al., 2018); maize: (Waters et al., 2013); Arabidopsis thaliana: (Pignatta et al., 2014); Solanum: (Florez-Rueda et al., 2016; Roth et al., 2018); sorghum: (Zhang et al., 2016); rice (Luo et al., 2011; Chen et al., 2018); castor (Xu et al., 2014). ASE, allele specific expression. We have designated as N.A. genes that were not imprinted in Mimulus; we did not search for homologues of these genes in other taxa.

**Figure 6:**
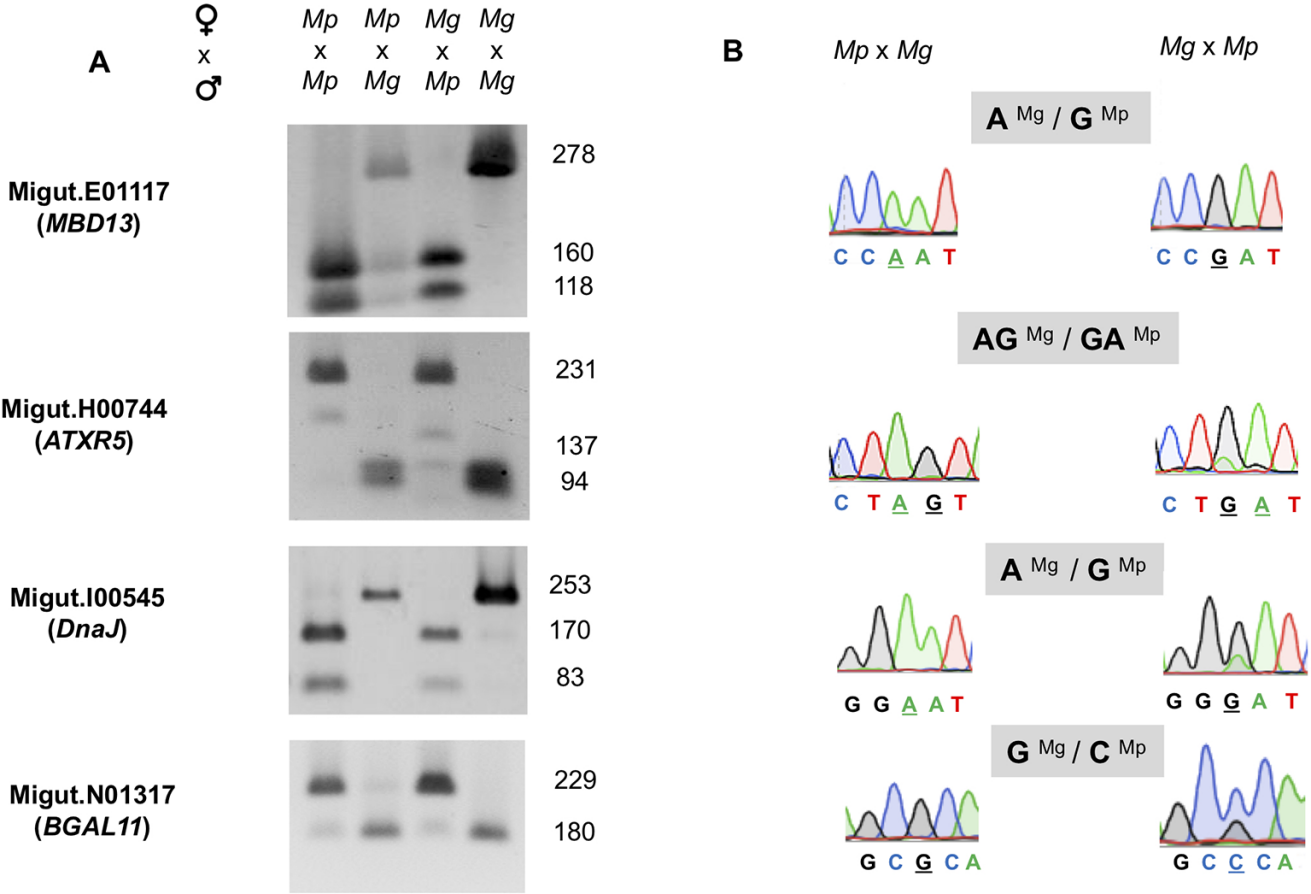
Validation of four paternally expressed imprinted genes: Migut.E01117 (*MBD13*), Migut.H00744 (*ATRX5*), Migut.I00545 (*DnaJ*), and Migut.N01317 (*BGAL11*) *via* semi-quantitative PCR and Sanger sequencing. **(A)** Allele-specific real-time (RT)-PCR analyses of each gene in the endosperm of selfed and reciprocal crosses of *Mimulus pardalis* (Mp) and *Mimulus guttatus* (Mg) is given. For each gene, gel shows the sizes of restriction fragments after RT-PCR amplification and digestion with restriction endonucleases. **(B)** Paternal expression was confirmed by real-time (RT)-PCR sequencing chromatographs at selected SNP regions measuring allele-specific expression in reciprocal crosses.

## Discussion

Seed development can be partitioned into stages: early embryo patterning and endosperm proliferation, embryo organ initiation and morphogenesis, and the onset of maturation, during which the endosperm accumulates seed storage proteins and the embryo enters dormancy (Agarwal et al., 2011). 

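By the mean CPM rule, 15606 genes were expressed at each of the 5 time points, which is 77.5% of the genes expressed at any of them. From the spread of expression over the stages and the low number of genes limited to 1 stage, the paper proposes that most genes have several roles in development.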

In *Mimulus*, as in *Arabidopsis*, the majority of genes expressed in ovules and seeds are expressed across all stages of ovule and seed development and comparatively few genes are *stage-specific* with an even smaller number *exclusive* to ovules or seed development from 2 to 8 DAP (**Table S7**), suggesting that the majority of genes fulfill multiple developmental and biological roles (Le et al., 2010; Belmonte et al., 2013; Chen et al., 2014).

A question of particular interest is “what is the set of genes that regulate the *ab initio* cellular type of endosperm development and furthermore, are the expression of these key regulators uniquely expressed in cellular endosperms”? We observe some overlap between the set of genes expressed in a *seed-exclusive* manner in *M. guttatus* and *seed-exclusive* genes detected in other species (i.e., *A. thaliana*, maize, and tomato). Additionally, there are 8 *seed-exclusive* tomato genes (associated with 25 *seed-exclusive Mimulus* homologues) that are not expressed in a seed exclusive fashion in maize or *Arabidopsis*. These genes might be good candidates for future functional analyses that aim to identify regulatory differences between *ab initio* cellular and syncytial endosperm developmental strategies. However, it remains possible that the difference between *ab initio* and syncytial endosperm development is determined by differences in structural aspects of encoded proteins or in other changes (e.g., post-transcriptional) that are not reflected in the transcriptional patterns that we have identified in this work. Only future functional analyses can address this question. We do note a lack of overlap between *A. thaliana seed-exclusive* and maize *seed-exclusive* genes enriched in endosperm but unexpressed in *M. guttatus* seeds. This suggests a significant degree of transcriptional divergence between these two taxa that both display syncytial development and may reflect the fact that these species are highly genetically and evolutionarily divergent and show marked differences in seed development overall (*A. thaliana* is a dicot and maize is a monocot).

Most expressed genes do not exhibit significant changes associated with fertilization and major developmental events within seeds. 

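Among the genes called expressed here, 10152 (50.4%) passed edgeR's joint test at a Benjamini-Hochberg FDR of 0.01 and 8424 (41.8%) also passed the polynomial regression. Called in at least 1 single transition, at the same FDR within that transition, were 6288 (31.2%).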

A substantial portion, however, are differentially expressed and segregate into clusters that are suggestive of their roles in development. Three co-expression gene clusters (clusters 2, 17, and 18) deserve further discussion here due to their associated functional GO-terms and the presence of stage-specific gene expression patterns.

### Cluster 17: Genes Enriched for Mitotic Cell Cycle and Chromatin Organization

Genes within cluster 17 are highly expressed in ovules, decline in expression and then increase in globular- and heart-stage seeds (**Figure 3**). Overrepresented GO-terms indicate functional roles in the regulation of chromatin organization, DNA replication and the cell cycle. A *Mimulus* homologue of *TOPOISOMERASE II* (*TOPII*), which functions to ensure proper chromosome movement during cell division in *A. thaliana* (Martinez-Garcia et al., 2018) is also contained within cluster 17. 

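A homologue of TOPII, Migut.B01281, whose cluster is not given in the parts of the tables used here, was at 35.4 ± 10.6, 8.61 ± 4.11, 6.36 ± 1.38, 26.3 ± 1.51 and 12.6 ± 1.29 normalized CPM at 0, 2, 4, 6 and 8 DAP. The fall from 0 to 2 DAP had a log2 fold change of -2.03 (standard error 0.28, adjusted p = 1.92e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the rise from 4 to 6 DAP a log2 fold change of 2.05 (standard error 0.33, adjusted p = 0.000251 by the same test in edgeR with Benjamini-Hochberg adjustment). Every ovule library lay above every 2 DAP library, and every 6 DAP library above every 4 DAP library.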

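Migut.D02536, a homologue of the chromomethylase gene CMT3 and also without a cluster in the parts used, was at 23.9 ± 3.51 normalized CPM in ovules, 9.52 ± 2.43 at 2 DAP, 6.08 ± 1.47 at 4 DAP, 25.2 ± 5.14 at 6 DAP and 25.5 ± 1.05 at 8 DAP. Its change from 0 to 2 DAP had a log2 fold change of -1.32 (standard error 0.21, adjusted p = 9.28e-05) and that from 4 to 6 DAP a log2 fold change of 2.05 (standard error 0.25, adjusted p = 2.29e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for both). All ovule libraries lay above all 2 DAP libraries, and all 6 DAP libraries above all 4 DAP libraries. For a homologue of the DNA methyltransferase gene MET1 no value is given, because the tables used here pair none with an identifier.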

Other genes within this cluster have homologues associated with chromatin organization including At*CMT3* and At*MET1*, which act to maintain methylation of CHH and CG sites, respectively, during DNA replication (Lindroth et al., 2001; Kankel et al., 2003). In *A. thaliana*, seed development is accompanied by extensive gain of CHH methylation, especially within transposable elements, and *CMT3* and *MET1* transcription is largely confined to the embryo (Hsieh et al., 2009; Kawakatsu et al., 2017). By contrast, multiple homologues of *CMT3* are expressed in tomato endosperm at the globular-stage (Roth et al., 2019), raising the possibility that the function of *CMT3* in *Mimulus* is more similar to tomato than *A. thaliana*. Also within this cluster is a *Mimulus* homologue of At*HMGB3*, a family of proteins with an HMG-box DNA-binding domain that act as global modulators of chromatin structure through the assembly of nucleoprotein assemblies (Pedersen and Grasser, 2010). 

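Table S5 lists Migut.O00318, a homologue of HMGB3, in cluster 4, so that the gene meant in cluster 17 may be another. Migut.O00318 was at 225 ± 55.7 normalized CPM in ovules, 192 ± 37.1 at 2 DAP, 119 ± 6.25 at 4 DAP, 179 ± 8.27 at 6 DAP and 243 ± 27.1 at 8 DAP. Its adjusted p was 0.00629 in edgeR's joint test with Benjamini-Hochberg adjustment. This call depended on single libraries and on the filter. The adjusted p was 0.0307, 0.0209 and 0.0301 without 4 DAP replicates 1, 2 and 3. It was between 0.0101 and 0.0141 without any single 6 DAP library or without 8 DAP replicate 1, 2 or 4, and 0.0118 with no filter on low counts.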

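A homologue of the replication licensing gene MCM7, Migut.D00627, again without a cluster in the parts used, was at 37.8 ± 16.1 normalized CPM in ovules, 11.6 ± 4.08 at 2 DAP, 5.79 ± 1.09 at 4 DAP, 24.1 ± 2.69 at 6 DAP and 34.3 ± 2.71 at 8 DAP. From 0 to 2 DAP it had a log2 fold change of -1.70 (standard error 0.29, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00018). Its lowest ovule library, at 16.0, lay below its highest 2 DAP library, at 17.5. From 4 to 6 DAP it had a log2 fold change of 2.06 (standard error 0.34, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000361). All 6 DAP libraries lay above all 4 DAP libraries.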

We also find a homologue of *MINICHROMOSOME MAINTENANCE 7* (*MCM7*), and the timing of its expression mirrors its expression pattern in *A. thaliana.* At*MCM7* is part of a complex which unwinds DNA prior to replication, and is maternally expressed in the egg and central cells of the ovule, then biparentally expressed the proliferating embryo and endosperm (Herridge et al., 2014).

### Cluster 2: Genes Associated With the Recruitment of a Secondary Cell Wall Biosynthesis Regulatory Module

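The first 1997 of the 6233 rows of Table S5, the part used here, assign 471 genes to cluster 2, and 470 of these were highest at 6 DAP in the deposited counts. The exception, named after its values were seen, was Migut.M00972, with a mean CPM of 32.5 at 2 DAP and 32.1 at 6 DAP. The median of mean CPM over the 471 genes was 2.15 at 0 DAP, 7.75 at 2 DAP, 6.89 at 4 DAP, 47.4 at 6 DAP and 7.55 at 8 DAP. At a mean CPM of at least 5 were 180 genes at 0 DAP, 283 at 2 DAP, 269 at 4 DAP, 450 at 6 DAP and 280 at 8 DAP. The cluster assignments are the paper's and were made on the same libraries.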

Cluster 2 is comprised of genes that are minimally expressed from 0 to 4 DAP, peak dramatically in globular-stage seeds (6 DAP), and then again decline in heart-stage seeds (8 DAP) (**Figure 3**). These genes show a strong overrepresentation of GO-annotations associated with secondary cell wall biogenesis and cell wall remodeling activities (**Table S5**). Cluster 2 contains *Mimulus* homologues of the *Arabidopsis IRREGULAR XYLEM* (*IRX*) genes including *IRX1* (At4g18780), *IRX3* (At5g17420), and *IRX5* (At5g44030), all encoding cellulose synthase catalytic subunits required for secondary wall formation (Taylor et al., 1999; Taylor et al., 2000; Taylor et al., 2004), as well as *Mimulus* homologues of *IRX7* (At2g28110), *IRX9* (At2g37090), *IRX10* (At1g27440), *IRX12* (At2g38080), *IRX14* (At5g67230), and *IRX15-L* (At5g67210), which encode additional enzymes involved in secondary cell wall synthesis (Zhong and Ye, 2015). 

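Of the cellulose synthase homologues, Migut.M01014 (IRX1) was at 1.00 ± 1.07, 62.8 ± 103, 7.26 ± 5.95, 323 ± 61.3 and 61.0 ± 31.7 normalized CPM from 0 to 8 DAP. Migut.J01374 (IRX3) was at 266 ± 55.4 and Migut.D00465 (IRX5) at 405 ± 47.9 at 6 DAP, against 4.12 ± 3.63 and 13.2 ± 11.0 at 4 DAP. The 2 DAP means of these genes, of IRX7 (Migut.N02563), at 27.8 ± 48.3, and of IRX15-L (Migut.L00176), at 120.4 ± 211, were raised by 1 library, replicate 3. At 6 DAP, IRX7 reached 87.0 ± 14.3, the IRX9 homologues Migut.J00420 and Migut.L01662 reached 92.9 ± 14.2 and 18.7 ± 3.63, and IRX10 (Migut.K01051) reached 259.6 ± 11.4. The 3 homologues of IRX12, Migut.F01429, Migut.J00204 and Migut.L01996, reached 323 ± 18.8, 37.9 ± 17.7 and 289.7 ± 61.3. Those of IRX14, Migut.H00405 and Migut.L00178, reached 110.0 ± 10.4 and 41.9 ± 4.38, and IRX15-L reached 430.3 ± 89.9. In every one of these genes all 6 DAP libraries lay above all 4 DAP and all 8 DAP libraries. They also lay above all 2 DAP libraries except for IRX7 and IRX15-L, where 2 DAP replicate 3, at 100.2 and 436, was within the 6 DAP libraries, from 67.0 to 101 and from 345 to 509. From 4 to 6 DAP Migut.J00420 had a log2 fold change of 3.75 (standard error 0.51, adjusted p = 5.95e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted p-values in edgeR's joint test with Benjamini-Hochberg adjustment ran from 1.38e-07 (Migut.J00420) to 0.000300 (Migut.N02563). Homologues that share a name could share reads.

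**Figure D6:**
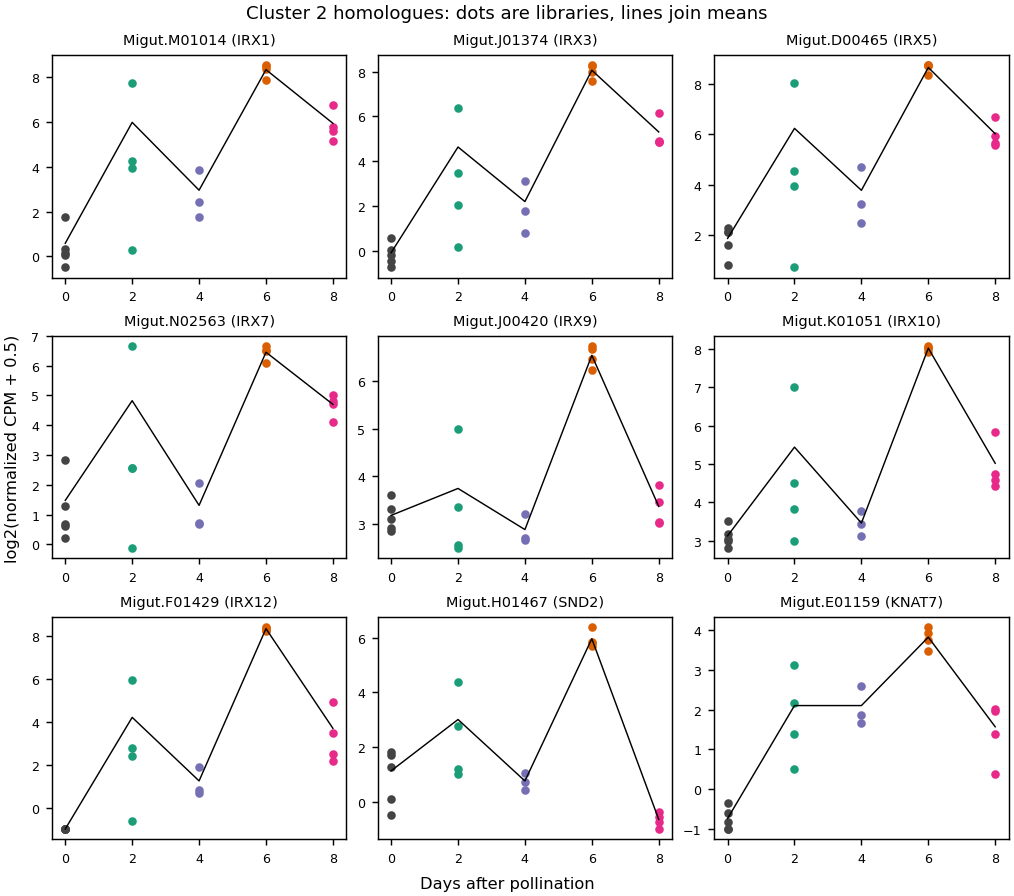
Expression of 9 cluster 2 genes by time point (days after pollination) as log2 of normalized CPM plus 0.5, with a dot for each library and lines through the log2 of the mean normalized CPM plus 0.5 of each time point. Migut.M01014 lies at 323 normalized CPM at 6 DAP and 7.26 at 4 DAP.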

Cluster 2 also contains transcription factors that constitute a key regulatory network of secondary cell wall formation. These include *Mimulus* homologues of *SECONDARY WALL-ASSOCIATED NAC DOMAIN PROTEIN 2* (*SND2*) (At4g28500), *KNAT7* (At1g62990), and five members of a MYB family of transcription factors that regulate secondary cell wall formation (At4g22680, At3g08500, At4g33450, At1g73410, At1g66230). Thus, a large portion of the regulatory machinery underlying secondary cell wall synthesis in *Arabidopsis* appears to be conserved in *Mimulus* and is recruited to mediate some secondary cell wall events specific to this stage of development, which includes rapid proliferation of endosperm (Oneal et al., 2016). In addition to the large number of genes with known functional annotations in *Arabidopsis*, many other genes within the expression cluster would be expected to regulate and function in secondary cell wall biosynthesis in *Mimulus*. 

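The SND2 homologue Migut.M01101 was at 8.95 ± 2.35 normalized CPM at 4 DAP, 23.9 ± 3.37 at 6 DAP and 3.82 ± 1.37 at 8 DAP. Migut.H01467, the other SND2 homologue, rose from 1.19 ± 0.374 at 4 DAP with a log2 fold change of 5.69 (standard error 0.87, adjusted p = 0.000171 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all 6 DAP libraries lying above all 4 DAP libraries. Migut.E01159 (KNAT7) went from 3.79 ± 1.56 at 4 DAP to 13.6 ± 2.48 at 6 DAP and 2.46 ± 1.27 at 8 DAP. At 6 DAP Migut.A00867 (MYB85) was at 42.8 ± 7.35, Migut.N02315 (MYB83) at 3.02 ± 0.749 and Migut.D02049 (MYB54) at 8.98 ± 1.12. Both homologues of MYB69, Migut.L00879 and Migut.L00966, were at 20.1 ± 7.25 and 43.7 ± 15.2, and Migut.K00905, homologue of At1g66230, was at 21.3 ± 4.94. For both MYB69 homologues the 2 DAP libraries, the highest at 27.0 and 81.0, overlapped the 6 DAP libraries. Across these regulators, the adjusted p in edgeR's joint test with Benjamini-Hochberg adjustment ran from 5.56e-08 for Migut.K00905 to 0.00102 for Migut.A00867. For Migut.A00867 it was 0.0373 with the replicate numbers of the table headers as a block.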

As such, our analysis identifies additional *Mimulus* candidates for future functional studies of secondary cell wall regulation.

### Cluster 18: Genes Involved in Auxin Synthesis and the Accumulation of Nutrient Reservoirs in Endosperm

The plant hormone auxin is associated with nearly every aspect of plant growth and development, including seed and fruit development (Zhao, 2010; Li et al., 2016; Figueiredo and Köhler, 2018). We detected the expression of several components of the auxin biosynthesis and signaling pathway in cluster 18 which peaks in 8 DAP seeds (**Figure 3**). Indeed, two such genes expressed in *exclusively* in heart-stage seeds are *M. guttatus* homologues of *TRYPTOPHAN AMINOTRANSFERASE RELATED2* (*TAR2;* Migut.D01989) and *YUCCA4 (YUC4;* Migut.A00287*)* which encode the TAR and YUCCA enzymes in the major auxin biosynthetic pathway (Brumos et al., 2014). 

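Migut.D01989 (TAR2) was at 0.146 ± 0.327 normalized CPM in ovules and 0.0130 ± 0.0259 at 2 DAP, had no count at 4 DAP, and was at 1.73 ± 2.96 at 6 DAP and 62.2 ± 20.6 at 8 DAP. Migut.A00287 (YUC4) was at 0.100 ± 0.116 in ovules, had no count at 2 and 4 DAP, and was at 1.69 ± 2.82 at 6 DAP and 90.9 ± 27.9 at 8 DAP. For each gene the lowest 8 DAP library, at 34.1 and 52.7, lay above the highest 6 DAP library, at 6.17 and 5.90. From 6 to 8 DAP the log2 fold change was 5.19 for TAR2 (adjusted p = 0.000769) and 5.77 for YUC4 (adjusted p = 0.000397, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for both).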

Multiple *AUXIN RESPONSE FACTOR* (*ARF*) genes are also expressed, including three homologues of the transcription factor *ARF19* (Migut.L01587, Migut.J00834, Migut.L01914), which in tomato is highly expressed in seed coat (Pattison et al., 2015) and can play a major role in regulating seed size (Sun et al., 2017).

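All 3 ARF19 homologues were highest in ovules. Migut.L01587 went from 34.5 ± 17.2 normalized CPM in ovules to 14.2 ± 0.972, 17.3 ± 1.29, 12.4 ± 1.59 and 13.6 ± 2.03 at 2, 4, 6 and 8 DAP. Migut.J00834 was at 51.4 ± 22.5, 16.2 ± 1.39, 13.2 ± 1.12, 6.76 ± 2.32 and 5.45 ± 1.01 from 0 to 8 DAP, and Migut.L01914 at 73.6 ± 13.3, 45.0 ± 16.9, 45.1 ± 3.74, 17.6 ± 3.86 and 6.13 ± 3.20. Every ovule library lay above all seed libraries for Migut.L01587 and Migut.J00834, while for Migut.L01914 the lowest ovule library, at 61.2, lay below the highest 2 DAP library, at 65.8. Adjusted p-values in edgeR's joint test with Benjamini-Hochberg adjustment were 0.000149, 3.33e-08 and 1.52e-07 in that order. For Migut.L01587 it was 0.0143 with the maternal plant as a block, which leaves ovule replicates 3 to 5 out of the 0 DAP estimate.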

*Arabidopsis* homologues of *Mimulus* genes found in this cluster are associated with seed oil biosynthesis, and display increasing expression within maturing *A. thaliana* seeds (At5g52920, At3g02630, and At5g63380) (Hajduch et al., 2010). Thus, we suggest these *Mimulus* genes play a role in the metabolic processes which generate the energy stores required by the mature seed phenotype. 

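Of these 3 homologues, only that of At5g63380 is paired with a Mimulus identifier in the tables used here. This gene, Migut.K00705, is listed in cluster 2 by Table S5, and Table S6 counts At5g63380 in cluster 18, so that the gene meant there may be another homologue. Migut.K00705 was at 3.66 ± 0.907 normalized CPM in ovules, 7.46 ± 4.62 at 2 DAP, 14.5 ± 4.09 at 4 DAP, 39.9 ± 12.2 at 6 DAP and 12.5 ± 2.66 at 8 DAP. From 6 to 8 DAP it had a log2 fold change of -1.67 (standard error 0.34), and all 8 DAP libraries lay below all 6 DAP libraries. Its adjusted p was 2.79e-07 in edgeR's joint test with Benjamini-Hochberg adjustment.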

One such group of major regulators of seed maturation includes the *LEAFY COTYLEDON* (*LEC*) group of genes. *FUS3* is a component of this group and acts as a transcriptional activator (Keith et al., 1994; Luerßen et al., 1998; Yamamoto et al., 2009; Wang and Perry, 2013); *fus3* mutants lose embryo identity and fail to germinate (Harada, 2001). *ABI3* is another transcriptional activator, and *abi3* mutants exhibit impaired embryo maturation and germination (Parcy et al., 1994). Both *FUS3* (Migut.F00019/At3g26790) and *ABI3* (Migut.D00511/At3g24650) segregate into cluster 18, and are differentially expressed over the course of seed development: Mg*FUS3* is expressed solely in heart-stage seeds, while Mg*ABI3* is expressed in globular- and heart-stage seeds. Similarly, the nearest homolog of *LEC1-like* (At*L1L*/At5g47670/Migut.M01289) is also contained with this cluster. These results suggest that Mg*ABI3* and Mg*FUS3* may regulate the expression of this cluster of genes in a manner similar to what is seen in *Arabidopsis,* maize, barley, and tomato seeds (McCarty et al., 1991; Bassel et al., 2006; Abraham et al., 2016).

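Migut.F00019 (FUS3) was at 0.359 ± 0.426 normalized CPM in ovules, 0.723 ± 1.14 at 2 DAP, 0.608 ± 0.278 at 4 DAP, 1.87 ± 0.891 at 6 DAP and 10.5 ± 8.79 at 8 DAP. The 8 DAP libraries ran from 1.51 to 20.8 and the 6 DAP libraries reached 2.71, so that the groups overlapped. Its adjusted p was 0.000589 in edgeR's joint test and 0.0585 for 6 vs 8 DAP alone, both with Benjamini-Hochberg adjustment. Migut.D00511 (ABI3) had no count in ovules and at 2 DAP and 1 count at 4 DAP, and was at 3.84 ± 1.38 at 6 DAP and 30.9 ± 10.3 at 8 DAP, at least 129-fold above ovules. From 6 to 8 DAP it had a log2 fold change of 3.01 (standard error 0.39, adjusted p = 0.000126 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every 8 DAP library above every 6 DAP library.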

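Migut.M01289 was at 1.29 ± 0.612 normalized CPM in ovules, 11.5 ± 8.06 at 2 DAP, 3.31 ± 1.07 at 4 DAP, 21.6 ± 3.28 at 6 DAP and 8.42 ± 2.03 at 8 DAP, and every 8 DAP library lay below every 6 DAP library. A second homologue of L1L, Migut.M01443, was at 0.106 ± 0.0975, 2.45 ± 1.42, 0.955 ± 0.440, 16.1 ± 9.92 and 211 ± 96.8. From 6 to 8 DAP the latter had a log2 fold change of 3.71 (standard error 0.49, adjusted p = 2.74e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 4 of its 8 DAP libraries above every 6 DAP library. The adjusted p for Migut.M01289 in edgeR's joint test with Benjamini-Hochberg adjustment was 1.21e-06. From the place of FUS3, ABI3 and L1L in the cluster that peaks at 8 DAP, the paper proposes that FUS3 and ABI3 may regulate its genes as they do in other seeds.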

### *Mimulus* MADS-Box Genes Expressed During Seed Development

MADS-box genes are transcription factors that play key roles in regulating developmental transitions involved in germination, root growth, flowering, and reproduction (Zhang and Forde, 1998; Saedler et al., 2001; Bemer et al., 2010). Surveys of type I MADS-box expression in *A. thaliana* have found that members of this gene family are expressed in multiple cell types within the female gametophyte and the developing seed (Bemer et al., 2010; Zhang et al., 2018). The origin of type II MADS-box genes can be attributed largely to whole genome duplication events (Shan et al., 2007), while type I MADS-box genes appear to have evolved *via* both whole genome duplication and smaller scale duplication events (Nam et al., 2004). Prior work has found widespread evidence of gene loss, subfunctionalization, and neofunctionalization of this important gene family (Vandenbussche et al., 2003; Kramer et al., 2004; de Martino et al., 2006; Kater et al., 2006; Airoldi and Davies, 2012).

It is intriguing that several temporally co-expressed type I MADS genes are each other’s nearest relatives (**Figure 5**). For example, two genes that peak in expression in ovules (Migut.B00480 and Migut.N01504) and two that peak in 2 DAP seeds (Migut.B00708 and Migut.D01476) are sister to each other in the NJ tree (**Figure 5**) and fall into the same expression clusters (clusters 5 and 1, respectively). Together with Migut.B00479, these genes are contained within a clade that includes the MADS genes At*AGL23* (At1g65360), At*AGL28* (At1g01530), and At*AGL62* (At5g60440). 

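In ovules Migut.N01504 was at 4.13 ± 3.16 normalized CPM and Migut.B00480 at 5.49 ± 2.48. At 8 DAP neither gene had a count, which puts Migut.N01504 at least 14.2-fold and Migut.B00480 at least 18.9-fold lower there than in ovules. Every ovule library lay above all seed libraries for Migut.B00480, but not for Migut.N01504. Their adjusted p in edgeR's joint test with Benjamini-Hochberg adjustment was 0.00132 and 6.02e-07. The value for Migut.N01504 was 0.0372 with the replicate numbers of the table headers as a block. Sister genes of this kind could share reads.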

In *A. thaliana*, these genes function in regulatory networks in the female gametophyte and developing seed (Colombo et al., 2008; Kang et al., 2008; Steffen et al., 2008; Bemer et al., 2010; Figueiredo et al., 2015; Fiume et al., 2017; Zhang et al., 2018). Two MADS genes that are differentially expressed in 6 DAP seeds (Migut.B01089 and Migut.L01896) are contained within a clade that includes At*AGL96* and At*AGL48*, both expressed in the globular embryo (Bemer et al., 2010), as is the closely related tomato MADS-box gene Solyc12g016150 (Pattison et al., 2015). 

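Migut.B01089 (AGL45) had no count in ovules and was at 1.63 ± 0.492 normalized CPM at 2 DAP, 2.79 ± 0.209 at 4 DAP, 12.3 ± 3.10 at 6 DAP and 0.401 ± 0.632 at 8 DAP. Every 6 DAP library lay above all others, and the adjusted p was 1.40e-06 in edgeR's joint test with Benjamini-Hochberg adjustment. Migut.L01896, whose nearest homologue is also AGL45, had 1 count in all ovule libraries together and was at 1.73 ± 1.51 at 2 DAP, 0.973 ± 0.241 at 4 DAP, 2.34 ± 1.21 at 6 DAP and 0.0708 ± 0.0868 at 8 DAP. Its 6 DAP and 2 DAP libraries overlapped, while every 6 DAP library lay above every 8 DAP library. The adjusted p was 7.72e-05 in the joint test of edgeR with Benjamini-Hochberg adjustment.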

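Of the AGL104 homologues, Migut.K01032 had no count in ovules and was at 0.262 ± 0.189 normalized CPM at 2 DAP, 0.0826 ± 0.0919 at 4 DAP, 4.94 ± 0.801 at 6 DAP and 0.951 ± 0.670 at 8 DAP. Every 6 DAP library lay above all others, and the 6 DAP mean was at least 20.7-fold above ovules. Migut.H01211 had no count in ovules and was at 1.30 ± 1.02, 0.855 ± 0.342, 9.56 ± 1.58 and 9.90 ± 6.45 at 2, 4, 6 and 8 DAP. The 6 and 8 DAP libraries of Migut.H01211 overlapped (log2 fold change 0.05, adjusted p = 0.958 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).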

Migut.K01032 and Migut.H01211 are also paired and peak in 6 DAP seeds.

Several type I MADS-box genes exhibit temporal patterns of expression in *M. guttatus* that mirror their expression in *A. thaliana*. Four MADS-box genes are expressed in the female gametophyte but not the fertilized seed of *A. thaliana*, including At*AGL49* (At1g60040), At*AGL60* (At1g72350), At*AGL73* (At5g38620), and At*AGL83* (At5g49490) (Bemer et al., 2010). 

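The homologue of AGL49, Migut.B01668, passed edgeR's joint test with an adjusted p of 3.18e-06 after Benjamini-Hochberg adjustment, and its 2 and 4 DAP means lay above the mean CPM of 1 used here to call a gene expressed. Migut.N01504, the nearest homologue of AGL60, AGL73 and AGL83, was at 0.911 ± 0.779 normalized CPM at 2 DAP, 0.0908 ± 0.105 at 4 DAP and 0.259 ± 0.416 at 6 DAP.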

*M. guttatus* homologues of these genes (At*AGL49*: Migut.B01668; At*AGL60, AGL73*, and *AGL83*: Migut.N01504) are also expressed in *M. guttatus* ovules but not in seeds (**Table S7**). Similarly, At*AGL102* (At1g47760), At*AGL34* (At5g26580), and At*AGL90* (At5g27960) are expressed in *A. thaliana* seeds but not prior to fertilization (Bemer et al., 2010; Zhang et al., 2018); the *M. guttatus* homologues of these genes *(*At*AGL102*: Migut.K00930; At*AGL34* and At*AGL90*: Migut.B01455) are also unexpressed in ovules, peaking dramatically in four-cell embryo *M. guttatus* seeds (2 DAP) (**Table S7**). Moreover, six of the seed-specific genes we identified are type I MADS-box genes, including one that is also seed-specific in *A. thaliana* (At*AGL45*/At3g05860: Migut.B01089). 

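Migut.K00930 was at 0.136 ± 0.112 normalized CPM in ovules, 5.35 ± 2.59 at 2 DAP, 1.29 ± 0.265 at 4 DAP, 2.12 ± 0.508 at 6 DAP and 3.68 ± 3.28 at 8 DAP. From 0 to 2 DAP it had a log2 fold change of 5.33 (standard error 0.66, adjusted p = 3.97e-06) and Migut.B01455 a log2 fold change of 8.48 (standard error 0.82, adjusted p = 1.81e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for both). In both genes every 2 DAP library lay above every ovule library. The lowest 2 DAP library of Migut.K00930 was at 2.80 and its highest 8 DAP library at 8.21, and the lowest 2 DAP library of Migut.B01455 was at 5.13 and its highest 6 DAP library at 32.8. The 2 DAP peak was therefore not separate from all later time points in either gene.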

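Against 3 counts per ovule library, Migut.B01089 was at least 6.80-fold higher at 2 DAP, 11.7-fold higher at 4 DAP and 51.7-fold higher at 6 DAP. At 8 DAP, 18 counts were found in all 4 libraries together.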

Finally, At*AGL26* (At5g26880), At*AGL28* (At1g01530), At*AGL40* (At1g01530), and At*AGL62* (At4g36590) are expressed both in the *A. thaliana* female gametophyte and the seed, as are their *M. guttatus* homologues (At*AGL26:* Migut.N01481; At*AGL28*, At*AGL40,* and At*AGL62*: Migut.B00480). 

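Migut.N01481 was at 6.10 ± 2.38 normalized CPM in ovules, 4.11 ± 0.737 at 2 DAP, 3.52 ± 0.126 at 4 DAP, 4.54 ± 0.249 at 6 DAP and 6.28 ± 2.00 at 8 DAP. It did not pass edgeR's joint test (adjusted p = 0.0849 with Benjamini-Hochberg adjustment), which shares its estimate of a gene's spread over all ages. Every 6 DAP library, from 4.18 to 4.76, lay above every 4 DAP library, from 3.38 to 3.61. In seeds Migut.B00480 was at 1.25 ± 0.447 at 2 DAP, 0.0546 ± 0.0518 at 4 DAP and 0.0654 ± 0.131 at 6 DAP. At each of 4 and 6 DAP it had 3 counts in all libraries together, and the ovule mean over these pooled counts, scaled to the pooled library sizes, gave ratios of 93.3 and 89.7, with 95% counting intervals from 31.9 to 452 and from 30.7 to 435.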

While the history of duplication, retention and loss of type I MADS-box genes in *Mimulus* remains uncertain, these findings are suggestive of shared roles for these important transcription factors in gametophytic and seed development in *A. thaliana* and *M. guttatus*.

### Paternally Imprinted Genes in *Mimulus* Endosperm

The prevailing hypothesis for the evolution of imprinted expression is the kinship theory, which posits that biases in the expression of maternally or paternally derived genes have evolved to maximize fitness of mothers *vs*. offspring with respect to offspring provisioning *via* endosperm (Haig and Westoby, 1989; Haig, 2004). Under this scenario, genomic conflict over maternal resources could lead to rapid evolution of imprinted loci, resulting in rapid sequence divergence and/or turnover in the imprinting status of genes among even closely related species (Köhler et al., 2010; Köhler et al., 2012). In general, surveys of imprinted genes have found little overlap in imprinting status of loci between closely related (Wolff et al., 2011) or distantly related taxa (Luo et al., 2011; Waters et al., 2013; Yoshida et al., 2018), however, some loci are imprinted in several different species. Here we report the first validated imprinted genes in *M. guttatus* [(but see (Kinser et al., 2018)]. We found that all four of our validated paternally imprinted genes (PEGs) have homologues that are imprinted in other species, including maize, sorghum, and rice (**Table 2**). Given our *ad hoc* method for validating candidate PEGs, which included as a criterion the potential for imprinting in other taxa, this is not surprising. Nevertheless, the fact that these genes are imprinted in multiple species, including one with imprinted homologues in six other species (Migut.I00545: *DnaJ* heat shock chaperone protein), suggests that proteins encoded by these genes perform similar functions in endosperm across plant taxa.

Previous work indicates that many PEGs are involved in epigenetic regulation (Waters et al., 2013; Pignatta et al., 2014) *via* DNA methylation or repressive histone modifications. Two *M. guttatus* genes we identified as exhibiting paternally-biased expression belong to these functional categories: a methyl-CpG binding transcription factor Migut.E01117 (At*MBD13*/At5g52230) and a chromatin remodeling protein, Migut.H00744 (At*ATXR5/*At5g09790). Methyl-CpG binding transcription factors mediate CpG methylation by coordinating the activities of histone deacetylases and histone methyltransferases (Zemach and Grafi, 2007). Likewise, At*ATXR5* promotes gene silencing at constitutive heterochromatin and repression of TEs by orchestrating mono-methylation at H3K27 (Jacob et al., 2009). Homologues of both genes are imprinted in *Capsella*, maize, and castor (*MBD13*) and in maize and two species of *Solanum (* Waters et al., 2013; Xu et al., 2014; Hatorangan et al., 2016; Roth et al., 2018 *).* Homologues of *DnaJ* heat shock protein (Migut.I00545) are imprinted in six other genera, including *Solanum* (Waters et al., 2013; Xu et al., 2014; Hatorangan et al., 2016; Roth et al., 2018), while homologues of *BGAL11* (Migut.N01317) are imprinted in rice and *Solanum* (Luo et al., 2011; Chen et al., 2018; Roth et al., 2018).

Disruption in the allelic dosage of paternally and maternally imprinted genes in endosperm can lead to dysfunctional endosperm development and ultimately, seed abortion, and is associated with hybrid seed failure (Haig and Westoby, 1989; Haig and Westoby, 1991; Scott et al., 1998; Kinser et al., 2018). Postzygotic isolation *via* such hybrid seed inviability is widespread in *Solanum* (Baek et al., 2016), and imprinted loci have been implicated in this process (Florez-Rueda et al., 2016; Roth et al., 2018; Roth et al., 2019). It is striking that three of our validated PEGs have homologues that are imprinted in *Solanum* (**Table 2**), and is suggestive of shared patterns of imprinting in these taxa, which both exhibit a cellular endosperm development (Arekal, 1965; Oneal et al., 2016). Hybrid seed inviability is also common in the *M. guttatus* complex (Vickery, 1966; Vickery, 1978) and is known in some cases to be caused by a failure of endosperm development (Oneal et al., 2016; Coughlan et al., 2018). Moreover, the effects of some genomic loci contributing to hybrid seed inviability is dependent upon whether they were contributed by the maternal or paternal genome (Garner et al., 2016). Future, systematic surveys of gene expression in isolated endosperm of reciprocally-crossed endosperms in *M. guttatus* and in closely related, diploid sister species (e.g., *Mimulus nudatus, Mimulus tilingii,* and *Mimulus decorus*), coupled with characterizations of their expression in incompatible hybrids could demonstrate whether genomic imprinting, which is thought to evolve *via* parental conflict over maternal resources, is a major factor driving hybrid incompatibility and speciation in this rapidly evolving group.

In conclusion, we used RNA sequencing to profile dynamic gene expression events in seeds across an 8-day time course and used gene ontology enrichment analyses to reveal statistically overrepresented biological functional categories of co-expressed clusters of genes. With respect to the regulation of a number of important biological events during seed development (e.g., secondary cell wall biosynthesis, seed maturation, auxin synthesis) the coexpressed gene clusters reported here provide valuable entry points for the investigation of novel molecular regulatory mechanisms during *Mimulus* seed development. Similarly, our analysis of the *Mimulus* MADS type I transcriptional regulators highlights the subset of the family expected to function during seed development and furthers our understanding of the evolution of this gene family. Furthermore, we detected and validated genes exhibiting paternally imprinted expression. The conservation of the imprinted status of homologous genes within other studied angiosperms strongly indicates they play a functional role during endosperm development in *Mimulus*, an area for future study. Our data broadens the taxonomic framework underlying studies of seed development generally and constitutes a valuable resource to other researchers exploring seed development and hybrid inviability in *Mimulus*, as well as future studies of comparative gene expression.

## Data Availability Statement

DNA and RNA sequence data have been deposited in the SRA and GEO database (accessions SRX6435295, SRX6435296 (DNA) and GSE123424 (RNA)). Supporting data is provided in the supplementary tables with this submission and includes all primers used in this study, alignment statistics for RNA libraries, FPKM values for all genes, the results of edgeR, Next maSigPro, clustering, GO-term enrichment analyses, and raw SNP count data for genes exhibiting M. guttatus-biased expression from 2-8 DAP.

## Author Contributions

MF-V, EO and RF collaboratively designed the study. MF-V managed overall experimental approaches and generated RNA samples and libraries and validated imprinted genes. EO, MF-V, GV and ML analyzed the data. EO managed analysis approaches and assembled list of genes with *M. guttatus-*biased expression. MC performed the histological sectioning and analysis. CR generated seed morphology data. MF-V, EO and RF managed data interpretation and wrote the manuscript. SC and JW revised and edited the manuscript.

## Funding

This research was funded by NSF grants IOS-1557692 (RF) and IOS-1558113 (JW), as well as a grant from the European Union’s Horizon2020 research and innovation programme under the Marie Skłodowska-Curie grant agreement (No 690946) to SC and RF. CR’s participation in this project was funded by the Integrated Molecular Plant Systems NSF-REU (Award DBI-1558579).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

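RNA from unfertilized ovules of SEC39 (M. pardalis) and from whole hybrid seeds of SEC39 mothers and CSS4 (M. guttatus) fathers at 2, 4, 6 and 8 DAP was sequenced by the authors in 20 strand-specific libraries, each from 1 pool of tissue. To make the deposited counts, the authors aligned reads with STAR to pseudo-references of both parents, built from variants called with GATK 3.7, allowed mismatches up to 0.04 of the read length, merged the alignments with lapels and suspenders, kept properly paired, uniquely mapped reads and counted them with featureCounts on the Phytozome v2.0 gene models. The paper's text does not name the versions of STAR and featureCounts. The deposited counts are raw, 1 number per gene and library, without normalization. FPKM values (fragments scaled to transcript length and library size) are the authors' own and were used only for the 1994 genes of Table S10 at hand, whose lengths were worked out from FPKM and counts. CPM, counts scaled to the total count of a library, was computed here from the deposited counts. No genome was at hand, and positions of genes are not given.

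Total counts per library ran from 7588155 to 16529554 with a median of 13118699, and came to 257347480 together. A count of 0 was taken to allow 3 counts in a library, which is 0.181 to 0.395 CPM depending on its total.

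Time points and replicate numbers were taken from the labels of the deposited samples, and maternal plants from Table 1. edgeR 4.0.16 (with limma 3.58.1 and R 4.3.3) was run on genes with CPM above 1 in at least 3 libraries, with TMM scaling, 1 coefficient per time point, robust quasi-likelihood fits and F tests of each of the 4 transitions and of all 4 together (4 degrees of freedom). Adjustment was by Benjamini and Hochberg over all genes tested, at 0.01. Principal components were taken from the 500 most variable genes after the variance-stabilizing transform of DESeq2 1.42.0, which also gave an alternative test. A gene was called expressed at a mean CPM of at least 1 and stage-specific at a mean of at least 5 at 1 time point and at most 1 at the others. Gene numbers per library were compared by the F statistic over 100000 random permutations. The time-series regression stood in for Next maSigPro, and was a negative binomial regression with theta of 10 on a polynomial of degree 4 with the maternal plant as batch. The time terms had a likelihood ratio test with Benjamini-Hochberg adjustment. The share of the deviance explained by time and batch together (R-squared) had to be at least 0.6. K-means used the algorithm of Hartigan and Wong with 20 clusters, 100 starts and 25 iterations on scaled means of the 5 time points. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

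The genes named were chosen by a rule set before the data were examined, apart from values in the paper's tables, which had been seen. They are every gene the paper names by identifier in its text, Tables 1 and 2 and Fig. 4, the 6 genes that Table S1 lists for real-time PCR other than PEX4 and EF1A, the genes of clusters 2, 17 and 18 that the Discussion names by homologue where a table used here pairs them with an identifier, and for each transition the 2 largest rises and 2 largest falls among DEGs with a mean log2 CPM of at least 3 and libraries that do not overlap. Genes outside this rule are said where they appear to have been chosen after their values were seen.

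Alternatives set at the same stage were other tests, tools, scalings, filters, thresholds, blocks and transforms, and leaving out each library in turn. A covariate for the library series and a comparison within libraries 1 to 14 were added after seeing the data. Replicates share maternal plants across time points by Table 1, and this pairing was checked on residuals of log2 CPM. Libraries of 1 plant at different ages had a median correlation of 0.00666 in 28 pairs, and libraries of different plants -0.00731. The plant was a block only as an alternative in edgeR and a batch in the regression, as set before this check. By the note to Table 1, ovule replicates 3 to 5 are pools made from plants 2 and 3 and 3 plants used nowhere else. Each was treated here as a plant of its own, even where it shares a plant with seeds. As a block or batch, such a plant fits its only library exactly, so that ovule replicates 3 to 5 then told nothing of 0 DAP. The deposited record describes pools differently from the paper, and the identity of plants is uncertain. With replicate numbers from the headers of the tables the median within numbers was 0.0355.

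The test was tried on simulated data of 20242 genes with the estimated dispersions, in which 200 genes changed, 146 of them 4-fold or more. The joint test called 117 of the latter (80.1%), with a median error of 0.26 on the log2 scale, and 0 of the unchanged genes. The changed genes were drawn only from genes above a minimum level, and were far fewer than those called in the data. Counts followed the model that edgeR assumes, with the same spread at every age and no effect of library series. These rates therefore need not hold for the data. The regression called 141 of the genes with 4-fold changes.

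All 20 deposited libraries were used. Gene ontology enrichment, allele-specific counts, phylogenies and the PCR measurements of the paper were not analysed here, nor were the 26143 genes of Table S10 and 4236 of Table S5 outside the parts used.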

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

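No test in this part was chosen only after the result was seen.

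In 8 DAP replicate 2, the 10 genes with the largest counts held 6.88% of all counts, against 7.01% to 7.03% in the other 3 libraries of that age. The gap to the nearest library was 0.872 of the whole range, beyond Dixon's 95% limit for 4 libraries. Chance alone gives about 1 such value in 20 groups, and 1 was found among 36 groups over 9 measures. Its total count of 13026424 lay within those of the other 8 DAP libraries, from 12855659 to 13738213, which argues against depth. Other technical explanations were not tested. The design gives no difference of condition between replicates of 1 age other than the maternal plant. The paper reports limited variation in embryo stage within an age, and no biological explanation was tested.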

How the results depend on the processing

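The covariate for the library series and the comparison within libraries 1 to 14 were chosen only after the result was seen. Where a value moved, the cause was not tested unless the setting itself gives it, as a looser FDR or fewer libraries do.

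The joint count of 10172 DEGs stayed within 1.5 times under every alternative run, from 7935 with a log2 fold change of at least 1 to 13548 at an FDR of 0.05. With an FDR of 0.05 the transition from 0 to 2 DAP gave 6018 DEGs with 2501 down, 2 vs 4 DAP 734 with 105 up and 629 down, 4 vs 6 DAP 2697 with 1720 up and 977 down, and 6 vs 8 DAP 6013 with 3012 up and 3001 down.

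With edgeR's likelihood ratio test, 2 vs 4 DAP gave 588 DEGs (84 up and 504 down), 4 vs 6 DAP 2294 with 767 down, and 6 vs 8 DAP 2172 down. With DESeq2 they gave 849 (97 up and 752 down), 2264 with 721 down, and 4414 with 2338 up and 2076 down. Fitting only the libraries of the 2 time points gave 1351 DEGs for 0 vs 2 DAP (930 up and 421 down), 0 for 2 vs 4 DAP (0 up and 0 down) where edgeR's fit of all libraries had 4485 genes at an unadjusted p under 0.05 and DESeq2's made 849 calls, 4695 for 4 vs 6 DAP (2668 up and 2027 down) and 7522 for 6 vs 8 DAP (3821 up and 3701 down).

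The maternal plant as a block leaves ovule replicates 3 to 5 out of the 0 DAP estimate. It gave 811 genes down from 0 to 2 DAP, 372 DEGs from 2 to 4 DAP (66 up and 306 down) and 2112 down from 6 to 8 DAP. It moved no other count beyond 1.5 times. The order of the transitions changed, however, with 6 vs 8 DAP (4241) above 0 vs 2 DAP (2486), and it also did with the blocks of the table headers, the series covariate, only the libraries of the 2 time points, and without ovule replicate 2 or 2 DAP replicate 3 or 4. Replicate numbers of the table headers as a block gave 0 DEGs from 2 to 4 DAP (0 up and 0 down) and 5168 from 6 to 8 DAP (2599 up and 2569 down). The library series as a covariate gave 1 from 2 to 4 DAP (0 up and 1 down), Migut.F01930, chosen after its values were seen, 681 down from 4 to 6 DAP and 5445 from 6 to 8 DAP (2775 up and 2670 down).

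Requiring the expression levels in every library gave 11, 0, 5 and 13 stage-specific genes at 0, 2, 6 and 8 DAP, those of 6 DAP being Migut.D00156, Migut.D00157, Migut.L01995, Migut.M00405 and Migut.N01984. At 2 DAP, halved levels gave 3 and doubled levels 3 (the genes are named under the differences from the paper's values). With FPKM in the part of Table S10 used, 1 gene was specific to 2 DAP in place of 0 and 2 to 6 DAP in place of 1. The genes are Migut.A01095 at 2 DAP and Migut.A01152 and Migut.B00541 at 6 DAP, with only Migut.B00541 by CPM. All genes named in this paragraph were chosen after their values were seen. The permutation p for gene numbers was 0.0280 with TMM CPM and 0.000460 in libraries 1 to 14.

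The spread within time points was 0.560 at 0 DAP and 0.527 at 2 DAP with TMM CPM, and 0.533, 0.527, 0.147, 0.179 and 0.266 at 0, 2, 4, 6 and 8 DAP for genes with a mean CPM of at least 10. The first and second axes held 62.4% and 23.3% of the variance with 1000 genes, 42.6% and 24.0% with all genes kept for edgeR, and 64.7% and 22.6% with rlog. Clusters highest at 4 DAP held 701 genes with TMM CPM and 1967 with the edgeR DEGs alone.

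Leaving out 1 library at a time gave 9019 to 11726 joint DEGs, 10741 to 12269 in the time series and 7438 to 9487 in both. From 0 to 2 DAP it gave 2853 to 4517, 1895 to 2897 up and 885 to 1620 down. From 2 to 4 DAP it gave 0 to 1249, 0 to 182 up and 0 to 1067 down. The count was 96 (10 up and 86 down) without ovule replicate 1, 76 (10 up and 66 down) without ovule replicate 2, 25 (21 down) without ovule replicate 3, 79 (13 up and 66 down) without ovule replicate 4, 92 (10 up and 82 down) without ovule replicate 5, 1249 (182 up and 1067 down) without 2 DAP replicate 1, 9 (0 up and 9 down) without 2 DAP replicate 2, 0 (0 up and 0 down) without 2 DAP replicate 4, 0 (0 up and 0 down) without 4 DAP replicate 1, 0 (0 up and 0 down) without 4 DAP replicate 2, 1 (0 up and 1 down) without 4 DAP replicate 3, 19 (15 down) without 6 DAP replicate 1, 21 (18 down) without 6 DAP replicate 2, 21 (18 down) without 6 DAP replicate 3, 21 (18 down) without 8 DAP replicate 1, 22 (19 down) without 8 DAP replicate 3 and 21 (18 down) without 8 DAP replicate 4. The single gene left without 4 DAP replicate 3 was Migut.L00272, chosen after its values were seen.

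From 4 to 6 DAP it gave 718 to 1766, 505 to 1252 up and 195 to 514 down, with 743 (542 up and 201 down) without 4 DAP replicate 1, 718 (523 up and 195 down) without 4 DAP replicate 2, 725 (505 up and 220 down) without 4 DAP replicate 3, 228 down without 6 DAP replicate 1 and 219 down without 6 DAP replicate 3. From 6 to 8 DAP it gave 1765 to 3848, 858 to 2016 up and 817 to 1832 down, with 1824 (897 up) without 6 DAP replicate 1, 1922 (948 up) without 6 DAP replicate 2, 1765 (858 up and 907 down) without 6 DAP replicate 4, 1790 (973 up and 817 down) without 8 DAP replicate 3 and 1791 (973 up and 818 down) without 8 DAP replicate 4.

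Expressed genes ran from 20104 to 20181, and by time point from 17987 to 18261, 17349 to 17979, 17957 to 18133, 18017 to 18118 and 17079 to 17337 at 0, 2, 4, 6 and 8 DAP. Stage-specific genes ran from 65 to 94, 3 to 5, 0 to 2, 31 to 39 and 68 to 96, with 3 at 2 DAP and 2 at 4 DAP without 2 DAP replicate 1. The former are Migut.G00224, Migut.I00786 and Migut.J01426 and the latter Migut.N00574 and Migut.O00113, chosen after their values were seen. The permutation p for gene numbers ran from 0.0192 to 0.198, and was under 0.05 without 2 DAP replicate 1 (0.0192) or ovule replicate 5 (0.0353). Spread ran from 0.564 to 0.620, 0.392 to 0.627, 0.128 to 0.179, 0.204 to 0.224 and 0.283 to 0.324, and the first and second axes from 64.5 to 67.8% and 20.2 to 22.8%. The k-means clusters held 2286 to 2979, 445 to 1127, 1021 to 1605, 1485 to 2058 and 1524 to 1975 genes, those highest at 2 DAP 589, 445 and 560 without 2 DAP replicate 2, 2 DAP replicate 4 and 4 DAP replicate 3.

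Of the seed-exclusive genes, 42 to 48, 37 to 48, 179 to 192 and 197 to 213 were highest at 2, 4, 6 and 8 DAP and 0 at 0 DAP, and 27 to 28 transcription factors at 6 or 8 DAP. Of cluster 2 of Table S5 467 to 471 genes, and of the paper's named genes 64 to 66 passed. Leaving out any library left the other lists at 30, 72, 3, 29, 77, 69, 70 and 101 genes. DESeq2 called 61 of the named genes in the joint test, where it gave no adjusted p for 5 genes that edgeR called, Migut.D00465, Migut.F01429, Migut.K01051, Migut.M01014 and Migut.N02563, and called Migut.H00744 in addition.

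Over all named genes, transitions and alternatives, 10559 results kept their side of the threshold, 306 were no longer past it and 141 were newly past it. No transition past the threshold in the main or the alternative fit reversed its direction. Changes of direction in results past it in neither fit were not counted. Of those for single settings, 36 were no longer past it with the maternal plant as a block, the most of any setting compared. Depth limits statements on genes without counts, since 3 counts in a library stand for 0.181 to 0.395 CPM. Plain CPM shifted the median gene by -0.36, 0.25, -0.19 and -0.37 (log2) in the 4 transitions, against -0.02, -0.02, -0.00117 and -0.06 with TMM. DESeq2-style size factors, filterByExpr, no filter and a log2 fold change of at least 1 moved none of these DEG counts beyond 1.5 times. All alternatives set in advance were run, FPKM only for the part of Table S10 at hand.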

Differences from the paper's values

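The paper reports 6613 time-series DEGs, and the regression used here in place of Next maSigPro gave 11805. Among the alternatives set before the data were examined, a polynomial of degree 2 (7981), no replicate block (8958) and backward elimination (9170) came within 1.5 times of the paper's value. An R-squared of 0.5 (12017) or 0.7 (11045), degree 3 (11278), the header numbers as batch (11647) and leaving out any library did not.

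For 2 DAP the paper reports 3 stage-specific genes, and 5 were found here, Migut.F01935, Migut.G00224, Migut.G00603, Migut.I00786 and Migut.J01426, of which only Migut.G00224 is among the 3 genes of Table S7. The paper's rule is in FPKM and this count in CPM. In the part of Table S10 used, FPKM gave 1 gene in place of 0, Migut.A01095, also among those 3. The alternatives with levels halved (3) or doubled (3), without 2 DAP replicate 1 (3), and without ovule replicate 4, 2 DAP replicate 4 or 4 DAP replicate 3, came within 1.5 times of the paper's value, and halved or doubled levels and leaving out 2 DAP replicate 1 reach it. TMM CPM (5), levels in every library (0) and leaving out any other library (5) did not. Halved levels give Migut.A01095, Migut.G00224 and Migut.G00355, doubled levels Migut.G00224, Migut.I00786 and Migut.N00479, and leaving out 2 DAP replicate 1 Migut.G00224, Migut.I00786 and Migut.J01426, all genes here chosen after their values were seen.

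The paper states that MBD13 (Migut.E01117) is silent until 6 DAP and lower at 8 DAP, while here it was at 28.7 normalized CPM in ovules and 15.5 at 2 DAP, and 6 and 8 DAP did not separate. It states that the other genes of Table 2 were not found by its time-series tests, while DnaJ (Migut.I00545) and BGAL11 (Migut.N01317) passed both tests here, and ATXR5 (Migut.H00744) and the RWD gene (Migut.I00995) passed the regression alone and the WD-repeat gene (Migut.M00083) neither. The seventh gene of Table 2, AGL45 (Migut.L01896), passed both tests and is called differentially expressed elsewhere in the paper. The paper's text names 3 homologues of ARF19 along with cluster 18, while its Table S5 lists 1 of them, Migut.J00834, in cluster 5, and all 3 were highest in ovules here. The text places L1L (Migut.M01289) in the cluster that peaks at 8 DAP and Tables S5 and S7 list it in cluster 2, and here the gene was highest at 6 DAP with 21.6, while Migut.M01443 was highest at 8 DAP. FUS3 (Migut.F00019) is described as limited to heart-stage seeds and was at 1.87 at 6 DAP.

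Migut.B01668 is described as absent from seeds and was at 3.00 at 2 DAP and 1.25 at 4 DAP, while the means of Migut.N01504 stayed under 1 at all seed ages. Migut.H01211 is said to be highest at 6 DAP, and its 8 DAP mean of 9.90 was above its 6 DAP mean of 9.56 without separation of the libraries, while Migut.K01032, described alike, was highest at 6 DAP. The paper's clusters hold only genes that pass both its tests, among them a homologue of HMGB3 (Migut.O00318, cluster 4 in Table S5) and, by the text, ARF19 (Migut.L01587), and here both passed the joint edgeR test but not the regression. Without a replicate block, or with the header numbers as batch, Migut.L01587 passed both, and Migut.O00318 did so under none of the settings run for the regression.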

Other observations

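The tests of library series, depth, a wrong label, the totals of ovule replicates and the calls of the regression were chosen only after the result was seen, and the regroupings of libraries were not.

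Regrouping the libraries at random excluded chance for the joint DEGs and for 0 vs 2 DAP, where 1 of 100 groupings, the real one, gave as many calls in each case. Chance was also excluded for 4 vs 6 DAP (1 of 35 groupings) and 6 vs 8 DAP (1 of 35). For 2 vs 4 DAP, 2 of 35 groupings gave as many, so that chance could not be excluded. The other one set 2 DAP replicate 1 with the 4 DAP libraries against 2 DAP replicates 2 to 4 and gave 2011 calls. It follows the library series, and with the series as a covariate 2 vs 4 DAP gave 1 call.

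The 2 DAP libraries fell apart into replicate 1 and replicates 2 to 4. The total count of replicate 1, 14532958, lay within those of the others, from 12134820 to 16121733, which argues against a difference in depth. Its mean correlation with the 4 DAP libraries was 0.954, above the 0.895 with its own time point but below the lowest mean of a 4 DAP library with its own time point, 0.985, which argues against a mislabelled 4 DAP library. A technical difference between libraries numbered 1 to 14 and 15 to 20 stays open. Across genes, the difference between the series in ovules and in 2 DAP seeds had a correlation of 0.649, the highest of 40 divisions of the libraries. The lead is small, because a negative value stands for the same division with the ovule groups exchanged, and the next in size were -0.590 and -0.540 for 2 DAP replicates 2 to 4 with ovule replicates 1 to 3 and with ovule replicates 1, 2 and 4. Against the division by series, ovule replicate 3 had higher correlations with replicates 1 and 2 (0.936 and 0.943), which are of the other series, than with replicates 4 and 5 (0.922 and 0.927). Residuals of pairs of libraries at different ages had a median correlation of -0.000979 within a series and 0.000686 between series. That comparison says little on the series, because libraries of 4, 6 and 8 DAP all belong to 1 series. In pairs of an ovule and a 2 DAP library the medians were 0.267 and -0.287, from the same values as the correlation above and so not separate evidence. Because the division was found in these data, a batch may be the cause but this remains a hypothesis, and no biological explanation was tested.

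The deposited totals of ovule replicates 1 and 5 lay below the reads of Table S2. Against the FPKM of Table S10, counts of replicate 1 scattered by 0.736 counting errors, near the 0.662 that a random part of the reads would leave, and those of replicate 5 by 0.575 against 0.531. In the other libraries the scatter was between 0.0672 and 0.121. A candidate explanation is that these counts are a random part of the reads behind both tables.

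The regression gave more DEGs (11805) than edgeR's quasi-likelihood test (10172), though fewer than its likelihood ratio test (12405). In data simulated with the estimated dispersions it called 638 unchanged genes, and in data simulated with the assumed theta of 10 it called 2, while 12153 genes had a dispersion above that assumed. A spread assumed too low for many genes is a candidate explanation of the number above that of the quasi-likelihood test.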
